# Transient silencing of hypermutation preserves B cell affinity during clonal bursting

**DOI:** 10.1038/s41586-025-08687-8

**Published:** 2025-03-19

**Authors:** Juhee Pae, Niklas Schwan, Bertrand Ottino-Loffler, William S. DeWitt, Amar Garg, Juliana Bortolatto, Ashni A. Vora, Jin-Jie Shen, Alvaro Hobbs, Tiago B. R. Castro, Luka Mesin, Frederick A. Matsen, Michael Meyer-Hermann, Gabriel D. Victora

**Keywords:** Germinal centres, Clonal selection, Computer modelling

## Abstract

In the course of antibody affinity maturation, germinal centre (GC) B cells mutate their immunoglobulin heavy- and light-chain genes in a process known as somatic hypermutation (SHM)^1–4^. Panels of mutant B cells with different binding affinities for antigens are then selected in a Darwinian manner, which leads to a progressive increase in affinity among the population^5^. As with any Darwinian process, rare gain-of-fitness mutations must be identified and common loss-of-fitness mutations avoided^6^. Progressive acquisition of mutations therefore poses a risk during large proliferative bursts^7^, when GC B cells undergo several cell cycles in the absence of affinity-based selection^8–13^. Using a combination of in vivo mouse experiments and mathematical modelling, here we show that GCs achieve this balance by strongly suppressing SHM during clonal-burst-type expansion, so that a large fraction of the progeny generated by these bursts does not deviate from their ancestral genotype. Intravital imaging and image-based cell sorting of a mouse strain carrying a reporter of cyclin-dependent kinase 2 (CDK2) activity showed that B cells that are actively undergoing proliferative bursts lack the transient CDK2^low^ ‘G0-like’ phase of the cell cycle in which SHM takes place. We propose a model in which inertially cycling B cells mostly delay SHM until the G0-like phase that follows their final round of division in the GC dark zone, thus maintaining affinity as they clonally expand in the absence of selection.

## Abstract (web summary)

B cell germinal centres achieve a balance between clonal expansion and sequence diversification by suppressing somatic hypermutation during proliferative clonal bursts.

## Main

The average rate at which germinal centre (GC) B cells accumulate mutations in their immunoglobulin (Ig) loci is estimated to be one per 1,000 bases per cell generation^14–16^, corresponding to about a two-thirds chance of acquiring at least one mutation per daughter cell when considering the roughly 700-bp length of the combined Ig heavy-chain (*Ighv*) and light-chain (*Igkv* or *Iglv*) variable regions. Because deleterious mutations—resulting in stop codons or reductions in antibody affinity or structural integrity—in general greatly outnumber affinity-enhancing mutations^6,17^, a crucial challenge for the GC is to identify multiple beneficial mutations while avoiding most, if not all, deleterious ones. Early mathematical models of GC mutation and selection proposed that a solution to this problem would be for cells to alternate phases of stochastic somatic hypermutation (SHM) and antigen-driven selection, the latter serving to purge the population of deleterious mutations while enriching for beneficial ones before allowing cells to mutate again. Assigning these two stages to the GC dark zone (DZ) and light zone (LZ), respectively, led to the establishment of the ‘cyclic re-entry’ paradigm, now the standard framework for how GC selection operates^11–13^.

More recently, we and others showed that the degree to which B cell clones expand varies considerably between individual GCs^7^ and with the amount of T cell help provided^8,10^. The fastest-growing clones undergo marked selective sweeps—which we termed clonal bursts—in which the descendants of a single B cell take over an entire 2,000-cell GC structure in a matter of days^7^. A large body of mechanistic work indicates that such bursts derive from B cells that received exceptionally strong proliferative signals from T follicular helper (T_FH_) cells present in the LZ. Help from T_FH_ cells triggers B cells to re-enter the DZ and undergo multiple rounds of proliferation by ‘inertia’ — that is, in the absence of further T cell-derived signals and thus in the absence of affinity-based selection^8–10,18–22^. Because such bursts require multiple rounds of inertial cell division not interspersed with affinity-based selection, the expectation, given a uniform rate of mutation per cell cycle, is that bursting B cells would rapidly accumulate deleterious mutations that would lead to precipitous declines in antibody affinity and integrity^11–13^. Thus, if a constant rate of SHM is assumed, the existence of clonal bursts would be incompatible with cyclic re-entry.

To resolve this apparent conflict, we began by examining the mutational patterns of clonal bursts at single-GC resolution. To this end, we used *Aicda*^CreERT2/+^.*Rosa26*^Confetti/Confetti^ (AID-Brainbow) mice^7,23,24^, in which multicolour fate-mapping of a Brainbow^25^ allele in B cells expressing activation-induced cytidine deaminase (AID) allows for easy identification of GCs containing large clonal bursts by microscopy. We immunized these mice with the model antigen chicken IgY in alum adjuvant to form GCs, triggered Brainbow recombination by treatment with tamoxifen starting on day 5 post-immunization (dpi) and scanned popliteal lymph nodes (pLNs) collected at 17 or 21 dpi for single-coloured GCs with a normalized dominance score (NDS; a measure of the proportion of cells of the dominant colour within the GC) greater than 0.5, indicative of clonal-burst-like expansion^7,26^. Using single-GC microdissection^7^, we isolated B cells from 12 such GCs and sequenced their *Ighv* genes. We then used sequences belonging to the dominant clone in the GC to build mutational phylogenies in an unsupervised manner using the gctree algorithm^27^. In gctree phylogenies, B cells that fail to mutate while rapidly proliferating appear as large nodes containing multiple cells with an identical *Ighv* sequence, followed by a variable number of descending branches. The ratio of the abundance of B cells at the parental node (defined as the node with the greatest number of identical sequences in the bursting phylogeny, which probably represents the B cell that initiated the clonal burst) over the abundance of its mutated descendants is inversely related to the mutational probability per division (Extended Data Fig. 1a). Dominant phylogenies derived from the 12 sequenced clonal bursts (9 from 17 dpi and 3 from 21 dpi) consisted uniformly of structures with large parental nodes, with an average fraction of parental cells of 0.32 ± 0.14 (s.d.) (Fig. 1a,b and Extended Data Fig. 1b,c). By contrast, larger phylogenies derived from five control GCs with NDS < 0.3 (including one phylogeny (GC vi) that was obtained from the same lymph node as GC i and in which a sister lineage of the same B cell clone was expanded) were generally more branched and, although quantitative comparisons are not possible given that a parental node by definition cannot be assigned to such lineages, generally lacked nodes with a large number of identical cells (Extended Data Fig. 1d,e).

**Fig. 1:**
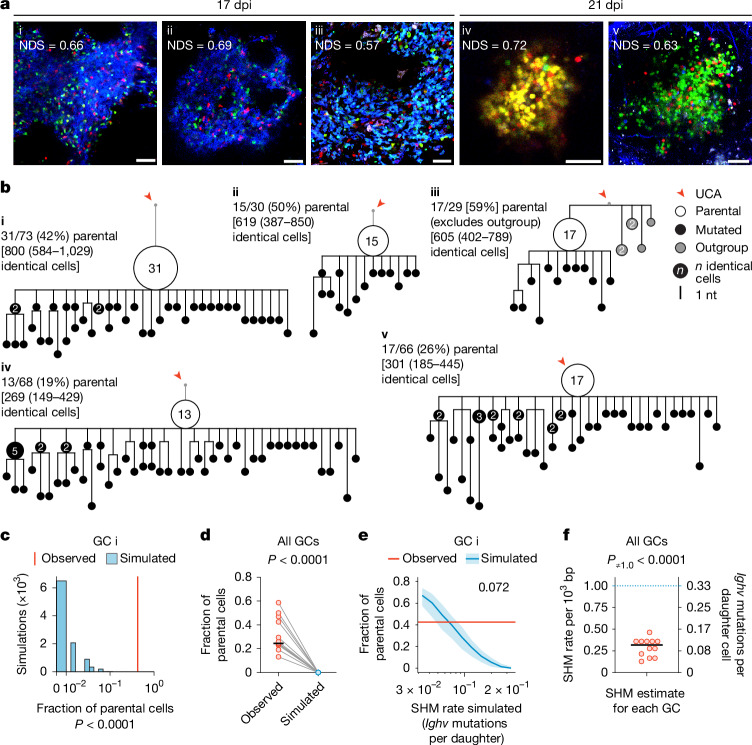
Clonal-burst phylogenies are incompatible with established GC SHM rates. **a**, Multiphoton images of single-coloured GCs indicative of clonal bursting, obtained at 17 or 21 dpi (10–14 days after the final dose of tamoxifen). The normalized dominance score (NDS) represents the fraction of cells belonging to the dominant colour, adjusted for fluorescent cell density^7^ (see Supplementary Data 1). Scale bars, 50 µm. **b**, Phylogenetic trees of *Ighv* sequences from the GCs in **a**. For each GC, the parental cell fraction and estimated counts of identical cells (±95% confidence interval (CI)), extrapolated to a 2,000-cell GC (in square brackets), are provided. Outgroup cells in GC iii are excluded from calculations. See additional trees in Extended Data Fig. 1b,c. nt, nucleotide; UCA, unmutated common ancestor. **c**, Observed parental fraction for GC i (red line) compared with distributions from 10,000 simulated clonal branching processes, matched to extrapolated GC sizes (blue bars). *P* values reflect the number of simulations with parental fractions at or above the observed value. **d**, Observed fractions of parental cells from 12 GCs (**b**,**c** and Extended Data Fig. 1b,c) compared with simulated fractions assuming a constant SHM rate of 0.333 *Ighv* mutations per daughter. *P* value by paired *t*-test. Horizontal black line shows the median. **e**, Median (±interquartile range) parental fractions from parameter sweep simulations of GC i with SHM rates increasing geometrically from 0.033 to 0.333 *Ighv* mutations per daughter (see Extended Data Fig. 2). The red line indicates the observed parental fraction for GC i. The number denotes the simulated SHM rate at which the median parental fraction most closely matched the observed fraction in vivo. **f**, Estimated SHM rates for 12 clonal bursts. *P* value by one-sample *t*-test against the theoretical SHM rate of 0.333 *Ighv* mutations per daughter. Horizontal black line shows the median.

Linear extrapolation of the measured fraction of parental cells to a 2,000-cell GC^7^ indicated that the clonal expansions in our 12 single-coloured GCs must contain on the order of several hundred B cells with identical *Ighv* sequences (Fig. 1b and Extended Data Fig. 1c). This is, at face value, incompatible with the premise of a constant mutation rate of 1 per 10^3^ bases per daughter cell^14–16^: assuming a uniform mutation rate and an approximately two-thirds chance of a descendant retaining the parental sequence (here we are looking at the *Ighv* segment only, which is close to 300 bp in length), the anticipated outcome after a 10-division burst is that, on average, only 18 (that is, 2/3^10^ × 2^10^) of 1,024 (2^10^) B cells would retain the parental sequence. To formally test this intuition, we used a birth–death process simulation^28^ to generate phylogenies with a constant *Ighv* mutation probability of one mutation per 1,000 bp incorporated (or one-third for each daughter after a cell division). For each GC in Fig. 1a, we ran simulations until the number of cells matched the empirical estimates from the sequenced clones (square brackets in Fig. 1b and Extended Data Fig. 1c). We performed 10,000 such simulations for each GC, randomly sampled cells from each simulation to match the number of cells found in the original in vivo phylogeny and then calculated the fraction of parental-type cells in each simulated sample (Fig. 1c,d and Extended Data Fig. 2a). In only 21 of the 120,000 simulation-derived samples did the parental fraction reach that observed in the original GCs in vivo. All 21 such instances were simulations of GC xi (Extended Data Fig. 1c), which had an exceptionally low fraction of parental cells and thus is likely to represent a burst that took place earlier in the course of the GC response. The median parental fraction for all simulations was zero, compared with 0.25 for experimentally measured GCs (Fig. 1d). A parameter sweep showed that the SHM rate that most closely approximated the observed parental fraction for each GC was, on average, 0.10 (range 0.043–0.16) mutations per *Ighv* region per daughter cell (equivalent to 0.30 (0.13–0.46) mutations per 10^3^ bases per generation; Fig. 1e,f and Extended Data Fig. 2b,c). Thus, clonal-burst phylogenies exhibit SHM rates that are between one-half and one-eighth of previously established average GC mutation rates^14–16^.

Our findings raise the hypothesis that GC B cells actively downregulate SHM during clonal bursting. To test this, we sought to measure SHM in the presence or absence of perturbations that promote the inertial proliferation of GC B cells that drives bursting^21^ (Extended Data Fig. 3a). We first examined a genetic model in which GC B cells carry a Burkitt-lymphoma-associated gain-of-function mutation in the *Ccnd3* gene (*Ccnd3*^*T283A*^). This mutation slows the nuclear export and proteasomal degradation of the cell-cycle regulator cyclin D3, leading to moderate increases in DZ inertial cell cycling and in the size of the DZ compartment itself^21,29,30^. Previously, we used double-nucleotide pulsing^10^ to obtain the average percentages of wild-type (WT) and *Ccnd3*^*T283A*/+^ GC B cells entering S phase within the DZ in a 30-minute window (3.63% ± 0.26% (s.d.) and 5.80% ± 0.23%, respectively)^21^. On the basis of these data, we estimated that T283A-mutant GC B cells had undergone 67% more inertial cycles in the DZ by 10 dpi (13.5 versus 8.1) (Extended Data Fig. 3b). Assuming a uniform mutation rate per division cycle among DZ B cells, we would expect *Ccnd3*^*T283A*/+^ B cells to accumulate more mutations than WT cells (5.01 ± 0.84 versus 3.01 ± 0.67 mutations per cell, respectively) (Extended Data Fig. 3c). However, the observed SHM distributions in WT and *Ccnd3*^*T283A*/+^ GC B cells were indistinguishable (Extended Data Fig. 3c–e), and, accordingly, the estimated mutation rate of *Ccnd3*^*T283A*/+^ GC B cells was significantly lower than that of WT GC B cells (Extended Data Fig. 3f). More precisely, whereas mutations among WT cells occurred at a rate close to the predicted one^14–16^ (0.38 ± 0.09 mutations per daughter, or 1.01 ± 0.15 mutations per 10^3^ bases), mutations in *Ccnd3*^*T283A*/+^ GC B cells were substantially less frequent than expected (0.22 ± 0.05 mutations per daughter, or 0.59 ± 0.08 mutations per 10^3^ bases) (Extended Data Fig. 3f). Therefore, despite increasing the number of DZ cells engaging in inertial cycling, *Ccnd3*^*T283A*/+^ mice did not show a concomitant increase in mutation accrual over time, pointing to a reduced mutation rate per cell division.

We next used a model in which we could deliberately force several B cell lineages to undergo multiple rounds of inertial cycling in the DZ en masse^8^ (Fig. 2a). We combined this experimental model with a genetically encoded tracker that measures cell division as a function of the dilution of mCherry fluorescent protein^10^. WT hosts received an adoptive transfer of B1-8^hi^ B cells (specific for 4-hydroxy-3-nitro-phenylacetyl; NP), of which 5% express mCherry under a doxycycline (DOX)-sensitive promoter, as well as the receptor DEC-205 (encoded by the gene *Ly75*), whereas the remaining 95% genetically lack DEC-205 expression (*Ly75*^–/–^). We then immunized these mice with NP coupled with ovalbumin (OVA) to generate GCs. Treating mice with established GCs with an antibody specific for DEC-205 coupled to OVA (anti-DEC-OVA) leads to enhanced presentation of OVA to T_FH_ cells by DEC-205-expressing GC B cells only, forcing these to interact with T_FH_ cells, migrate to the DZ and then rapidly undergo several rounds of proliferation in the absence of LZ selection^8–10^. We analysed GC B cells 72 h after treatment with anti-DEC-OVA (10 dpi), after cells have undergone substantial proliferative expansion in the DZ (Fig. 2b) but mostly before they have initiated a subsequent round of selection in the LZ.

**Fig. 2:**
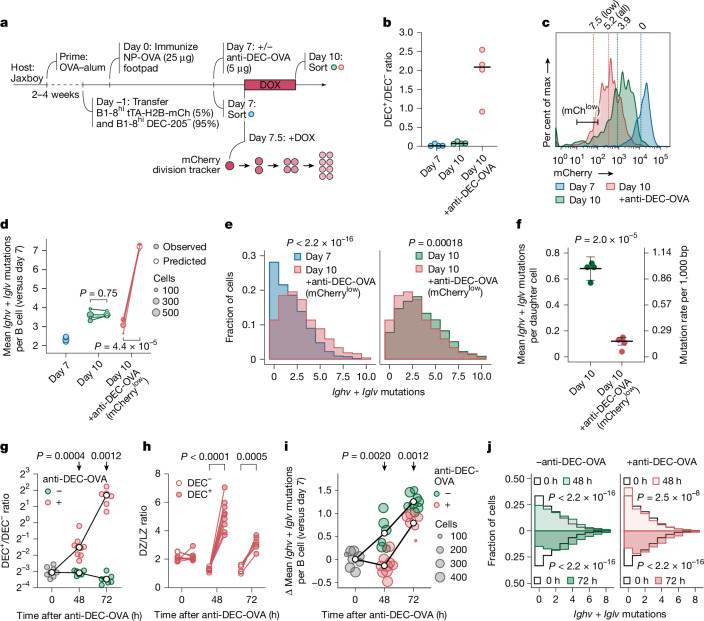
SHM rate decreases during inertial cell cycling in the DZ. **a**, Schematic of the anti-DEC-OVA experiment. **b**, Ratio of DEC-205^+^ to DEC-205^–^ B1-8^hi^ GC B cells in anti-DEC-OVA-treated and untreated mice. **c**, Flow-cytometry plot showing estimated number of cell divisions, as assessed by mCherry dilution (factor of 2 per generation), in B1-8^hi^ GC B cell populations. Estimated mean division numbers are shown above the histogram. DEC-205^+^ cells used in the analysis were sorted using the mCherry^low^ gate. **d**, Mean mutation counts per *Ighv* + *Iglv* region per mouse. Observed mutation counts are compared to predictions based on a uniform mutation rate of 1 in 1,000 bases per daughter cell. Each symbol represents one of four mice per group from two separate experiments. Horizontal black lines show the median. **e**, Mutation distributions in pooled samples from **d**. Data for individual mice are in Extended Data Fig. 4a. **f**, Inferred SHM rate for individual mice from **d**. Horizontal black lines indicate inverse variance-weighted mean with s.d. accounting for variances within individual mice. **g**, Ratio of DEC-205^+^ to DEC-205^–^ B1-8^hi^ GC B cells in anti-DEC-OVA-treated and untreated mice as in **a**. The white circle indicates the median for each group. Each symbol represents one of 6–9 mice per group from 2 independent experiments. **h**, DZ/LZ distribution of DEC-205^+^ and DEC-205^–^ B1-8^hi^ GC B cells in anti-DEC-OVA-treated mice. **i**, Mean change in mutation counts per *Ighv* + *Iglv* region in anti-DEC-OVA-treated and untreated mice, relative to the 0-h time-point mean. The white circle indicates the median for each group. **j**, Distribution of mutations in pooled 0-h, 48-h and 72-h samples from **i**. Data for individual mice are in Extended Data Fig. 4b. *P* values by Student’s *t*-test (**f**,**g**,**i**), Kolmogorov–Smirnov test (**e**,**j**), or paired *t*-test (**d**,**h**).

Setting the mCherry fluorescence intensity measured at 7 dpi as the baseline, we calculated the extent of cell division from 7 to 10 dpi, with or without anti-DEC-OVA-induced proliferation. On average, cells underwent 3.9 divisions without the treatment and 5.2 divisions with the treatment (Fig. 2c). 

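B1-8 hi B cells are specific for NP. GC B cells that derived from transferred B1-8 hi cells were stained with hashtag antibodies that mark the mouse of origin, pooled, and sequenced on the 10X Genomics 5′ platform at 7 and 10 dpi. The data covered 4 mice per group from 2 experiments, with 3 mice per group in one and 1 mouse per group in the other. The authors deposited, for each pool, the immunoglobulin contigs that CellRanger vdj assembled for each cell, the number of UMIs behind each contig, and the UMI counts of the hashtags. The header of the count file named CellRanger 7.1.0 in the larger experiment and 8.0.1 in the smaller one. From there, a cutoff was set for each hashtag with the HTODemux function in Seurat. A cell was assigned to a mouse when its positive hashtags were exactly those that the authors list for that mouse. This assigned 10743 of 13801 cells in the larger experiment and 811 of 6318 cells in the smaller one. In the latter, 4332 cells carried a combination of hashtags that belonged to no listed mouse. As in the paper's filter, only cells with *Ighv1-72*/*Ighj2*–*Iglv1*/*Iglj1* pairing were kept, with exactly 1 productive contig of each chain. This left 583 and 466 cells in the larger and the smaller experiment. A further 14 and 3 of these cells were left out because a chain differed in length from its reference sequence. The 1032 cells that remained came to between 62 and 333 cells per mouse at 7 dpi, between 17 and 160 in untreated mice at 10 dpi, and between 16 and 63 in anti-DEC-OVA-treated mice. The median depth was 30 UMIs per heavy-chain contig and 91 UMIs per light-chain contig. The number of mutations was averaged over the cells of each mouse, and mice, not cells, were the replicates of all tests.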

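Mutations were counted as bases that differed from the reference sequence of each chain, over framework 1 to framework 4. The reference was the most frequent full-length sequence of that chain among the cells at 7 dpi and, for the time course of Fig. 2g–j, at 0 h. The heavy-chain reference had 361 bases and was carried without any change by 948 of 3454 cells. The light-chain reference had 328 bases and was carried by 1717 of 3454 cells. Together they gave 689 bases. The heavy-chain reference read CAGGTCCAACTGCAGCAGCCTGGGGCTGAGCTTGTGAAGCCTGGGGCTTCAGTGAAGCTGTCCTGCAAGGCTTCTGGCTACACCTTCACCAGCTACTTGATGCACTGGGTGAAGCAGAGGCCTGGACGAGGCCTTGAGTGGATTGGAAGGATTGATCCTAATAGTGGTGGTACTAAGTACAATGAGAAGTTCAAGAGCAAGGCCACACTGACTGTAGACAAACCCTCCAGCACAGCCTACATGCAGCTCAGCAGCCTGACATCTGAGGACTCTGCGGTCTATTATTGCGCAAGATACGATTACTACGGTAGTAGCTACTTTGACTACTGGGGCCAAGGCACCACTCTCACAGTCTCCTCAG. Its first 285 bases are called the V segment here. They lie in exon 2 of *Ighv1-72* on the minus strand of chromosome 12 of GRCm39, from 115721613 to 115721897. The gene runs on to 115721604, so that its last bases are not part of this segment. The segment differed from the genome by 1 base, G98T, with the base of the genome first and positions counted from the first base of the V segment. The light-chain reference read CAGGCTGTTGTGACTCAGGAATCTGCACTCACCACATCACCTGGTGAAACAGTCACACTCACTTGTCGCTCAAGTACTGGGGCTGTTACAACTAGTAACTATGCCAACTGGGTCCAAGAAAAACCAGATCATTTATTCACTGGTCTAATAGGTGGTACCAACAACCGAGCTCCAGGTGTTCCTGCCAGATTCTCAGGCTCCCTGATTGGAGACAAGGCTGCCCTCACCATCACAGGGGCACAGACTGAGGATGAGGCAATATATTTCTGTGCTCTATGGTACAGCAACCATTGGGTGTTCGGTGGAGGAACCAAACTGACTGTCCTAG. Its first 267 bases matched exon 2 of *Iglv1* on the minus strand of chromosome 16, from 18903794 to 18904060, with 0 differences. They are the V segment of this chain here, and *Iglv1* runs on to 18903767. Counts over V segments thus leave out the last bases of both V genes. *Ighj2* lies on chromosome 12 from 113393088 to 113393187, and *Iglj1* on chromosome 16 from 18881975 to 18882012.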

We then sorted B1-8^hi^ cells to directly measure SHM loads by droplet-based paired Ig sequencing. Specifically for the day-10 sample treated with anti-DEC-OVA, we sorted DEC-205-expressing B1-8^hi^ cells that had low levels of mCherry expression (corresponding to approximately 7.5 divisions, on average), to avoid confounding effects from lineages that underwent fewer divisions (Fig. 2c). 

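At 7 dpi, GC B cells carried 3.25 ± 0.231 mutations per cell (SD, n = 4 mice, 556 cells). The prediction followed the formula of the paper's methods, in which the mean at 7 dpi is added to the product of the mutations per division (0.7), the mutant survival factor, the number of divisions and the time factor (1.2). With a survival factor of 0.5 and the paper's 3.9 divisions, the formula gave a gain of 1.64 mutations for untreated mice, which corresponds to 4.89 mutations per cell at 10 dpi. With a survival factor of 1.0 and the paper's 7.5 divisions in mCherry low cells, it gave a gain of 6.30 mutations and a count of 9.55 for anti-DEC-OVA-treated mice.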

Assuming a mutation rate of one per 1,000 bases for each daughter cell, we would expect to gain, by day 10, 3.5 and 9.3 *Ighv* + *Iglv* mutations (around 700 bases) in untreated and treated mice, respectively (Fig. 2d). 

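In untreated mice, the mean rose to 5.34 ± 0.322 mutations per cell at 10 dpi (SD, n = 4 mice, 308 cells), a gain of 2.09 over 7 dpi. Every untreated mouse at 10 dpi was above every mouse at 7 dpi (two-sided exact permutation test, p = 0.0286, the smallest p that 4 mice against 4 allow). With labels permuted within experiment, a test chosen after seeing the data, it was not past 0.05 (exact permutation test, p = 0.05, the smallest that 40 relabellings allow). The gain was 2.03 in the experiment with 3 mice per group and 2.27 between the single mice of the other experiment. Counting the heavy chain alone moved the gain most, to 1.70. The untreated mice lay above the prediction by 0.453 mutations on average (two-sided exact sign-flip test, p = 0.25, n = 4). In this test, 4 mice cannot give a p below 0.125.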

Whereas the SHM accumulation from 7 to 10 dpi in GC B cells from untreated mice aligned with our predictions, averaging 1.6 mutations per cell, the empirical outcome for mice treated with anti-DEC-OVA was notably distinct. Not only did their GC B cells accumulate fewer mutations than predicted, but these cells also exhibited a slightly lower mutation count than their untreated counterparts (mean 1.1 mutations per cell; Fig. 2d,e and Extended Data Fig. 4a). 

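GC B cells from anti-DEC-OVA-treated mice carried 4.55 ± 1.36 mutations per cell at 10 dpi (SD, n = 4 mice, 168 cells). This was a gain of 1.30 over 7 dpi (two-sided exact permutation test, p = 0.143, n = 4 against 4). The difference from the prediction was −5.00 mutations, with all 4 mice below it, at −7.00 to −3.93 (two-sided exact sign-flip test, p = 0.125, the smallest p that 4 mice allow). The difference from untreated mice at 10 dpi was −0.790 mutations, smaller than the spread between treated mice (two-sided exact permutation test, p = 0.371, n = 4 against 4). Most of that spread came from 1 mouse of the larger experiment with 16 cells and a mean of 2.56, whereas the other mice of the group had means of 5.64, 5.02 and 5.00. Without that mouse the gain over 7 dpi was 1.96 (exact permutation test, p = 0.0286, n = 3 against 4; permuted within experiment, p = 0.05, the smallest possible), and the difference from untreated mice was −0.126. Within the larger experiment the treated mice averaged 4.41 ± 1.63 and the untreated mice 5.30 ± 0.377 (SD, n = 3 each). The smaller experiment had 1 mouse per group, at 5.00 and 5.49. In the larger experiment, 16 of 1975, 46 of 1785 and 64 of 1863 assigned cells of treated mice had the B1-8 hi pairing. In its untreated mice, 53 of 515, 160 of 1161 and 17 of 211 did. In the smaller experiment, the pairing was found in 50 of 99 treated and 80 of 136 untreated cells. The means of treated mice in the larger experiment thus rest on a small part of their cells, and the cause was not tested.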

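For each mouse at 10 dpi, the gain over the mean at 7 dpi of its own experiment was divided by the product of the time factor, the survival factor and the number of divisions. The SHM rate was 0.894 ± 0.141 mutations per daughter cell in untreated mice and 0.145 ± 0.152 in anti-DEC-OVA-treated mice (SD, n = 4 each), a difference of −0.749 (two-sided exact permutation test, p = 0.0286, the smallest p that 4 against 4 allow). Labels were permuted over both experiments, and when permuted within experiment, a test chosen after seeing the data, the difference was not past 0.05 (exact permutation test, p = 0.05, the smallest that 40 relabellings allow). Per 1,000 bases, with 689 bases counted, this was 1.30 ± 0.205 in untreated and 0.210 ± 0.220 in treated mice. The untreated mice had rates of 0.682, 0.954 and 0.967 in the larger experiment and 0.971 in the smaller one. The treated mice had rates of −0.0782, 0.194 and 0.264 in the larger experiment and 0.198 in the smaller one. The rate below 0 belonged to the mouse with 16 cells, whose mean lay below the mean at 7 dpi. The 2 groups also differed in isotype, since 5.88% to 12.0% of the heavy chains of untreated and 85.5% to 100% of those of treated mice were switched in the larger experiment, against 98.8% and 100% in the smaller one. With the heavy chain counted alone, the difference was −0.610. The number of divisions and the survival factor were single values per group taken from the paper, so that their error is not part of these SDs. Both values differed between the groups, so that equal gains would also give different rates, and the p of the rates rests on them. The mutation counts themselves did not differ past 0.05 at 10 dpi (two-sided exact permutation test, p = 0.371, n = 4 against 4).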

Accounting for division rates, these mutational loads corresponded to a decrease in the SHM rate from 0.67 ± 0.10 *Ighv* + *Iglv* mutations per daughter cell (or 0.95 ± 0.12 per 1,000 bases) in untreated mice to 0.12 ± 0.03 (or 0.17 ± 0.04 per 1,000 bases) after treatment with anti-DEC-OVA (Fig. 2f). Together, our results indicate that SHM rates per daughter cell decrease when GC B cells are forced, either genetically or pharmacologically, to undergo more inertial DZ cycles—once again arguing against a uniform rate of mutation per round of cell division.

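With each mouse of the anti-DEC-OVA experiment left out in turn, the difference in SHM rate between treated and untreated mice stayed between −0.819 and −0.675. The formula assigns more divisions and a higher survival factor to treated than to untreated mice, so that an equal gain in both would also give the treated mice a lower rate. From the lower rate per daughter cell after anti-DEC-OVA treatment, and from the rate it estimated in *Ccnd3* T283A mice (not analysed here), the paper concludes that the SHM rate falls when GC B cells undergo more inertial cycles in the DZ, and it argues against a uniform rate of mutation per division.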

To gain insight into the mechanisms that underlie the suppression of SHM in inertially cycling cells, we first quantified the appearance of mutations over time in the anti-DEC-OVA setting. 

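For the time course, B1-8 hi GC B cells were pooled from 39 hashtagged mice in 2 experiments and sequenced for gene expression, hashtags and immunoglobulin contigs. The authors' list of mice names the groups by day 7, day 9 and day 10 with or without anti-DEC-OVA, which correspond to 0 h, 48 h and 72 h after treatment at 7 dpi in the paper's terms. There were 9 mice at 0 h, 6 untreated and 9 anti-DEC-OVA-treated mice at 48 h, and 8 untreated and 7 treated mice at 72 h, with every group present in both experiments. The larger experiment held 25 of these mice and the smaller one 14, and each experiment was 1 pool on 1 gene-expression library. The authors made UMI count matrices with CellRanger, whose version in the file headers was 8.0.1, and deposited them without normalization. Exact matches to a mouse's hashtags assigned 13976 of 16424 cells in the larger experiment and 13187 of 18233 in the smaller one. Of these, 9220 and 4396 cells had the B1-8 hi pairing, and 13568 cells with chains of the reference length were used for mutations, with a median of 42 UMIs per heavy-chain and 146 UMIs per light-chain contig. For gene expression and cell-cycle phases, cells with at least 200 genes detected and under 10% mitochondrial UMIs were kept, 23698 in all. This filter removed 3114 cells for mitochondrial UMIs in the smaller experiment and 350 in the larger one. Total UMIs per mouse over the kept cells ranged from 1984426 to 6860398 at 0 h (median 5658075). At 48 h, they ranged from 4788438 to 6069387 in untreated mice (median 5479714) and from 8108048 to 13373185 in treated mice (median 9396938). At 72 h, the range was from 3323015 to 7674775 in untreated mice (median 4835814) and from 2021775 to 6322592 in treated mice (median 4797699). Mutation counts are given relative to the mean of the 0 h mice of the same experiment, and labels were permuted within experiment.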

Although DEC-205-sufficient B cells proliferated substantially and accumulated markedly in the DZ between 0 h and 48 h after anti-DEC-OVA treatment (Fig. 2g,h), SHM in this population ceased completely during this expansion period, after which it resumed at a near-normal rate (Fig. 2i,j and Extended Data Fig. 4b). Thus, the suppression of SHM after treatment with anti-DEC-OVA is not due to an even slowdown in mutation rates throughout the response, but rather to a temporary cessation of SHM during inertial cycling, followed by a return to the baseline rate at around the time of LZ re-entry.

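At 0 h, GC B cells carried 2.61 ± 0.421 mutations per cell (SD, n = 9 mice, 2878 cells). At 48 h, the mean change from 0 h was 0.539 ± 0.315 in untreated mice (SD, n = 6 mice, 2105 cells) and −0.313 ± 0.263 in anti-DEC-OVA-treated mice (SD, n = 9 mice, 3944 cells). The difference between them was −0.852 (two-sided exact permutation test within experiment, p = 0.000952, n = 9 against 6). It was −0.854 in the larger experiment (exact permutation test, p = 0.00952, n = 6 against 4) and −0.846 in the smaller one (exact permutation test, p = 0.1, the smallest p that 3 mice against 2 allow). Counting each distinct pair of sequences of a mouse once moved it most, to −0.533. Compared with the 0 h mice, the treated mice at 48 h were lower (exact permutation test, p = 0.0451, n = 9 against 9) and the untreated mice were higher (exact permutation test, p = 0.0129, n = 6 against 9). The fall in treated mice was close to the spread between the 0 h mice (SD 0.335), and it came to −0.0283 with each distinct pair of sequences counted once (exact permutation test, p = 0.741, n = 9 against 9). It was also not past 0.05 over the V segments alone, at −0.167 (exact permutation test, p = 0.0961, n = 9 against 9). At 72 h, the mean change from 0 h was 1.39 ± 0.202 in untreated mice (SD, n = 8 mice, 2728 cells) and 0.919 ± 0.357 in treated mice (SD, n = 7 mice, 1913 cells). Here the difference was −0.473 (two-sided exact permutation test within experiment, p = 0.00714, n = 7 against 8). It was −0.353 in the larger experiment (exact permutation test, p = 0.0238, n = 4 against 5) and −0.665 in the smaller one (exact permutation test, p = 0.2, n = 3 against 3).

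**Figure D1:**
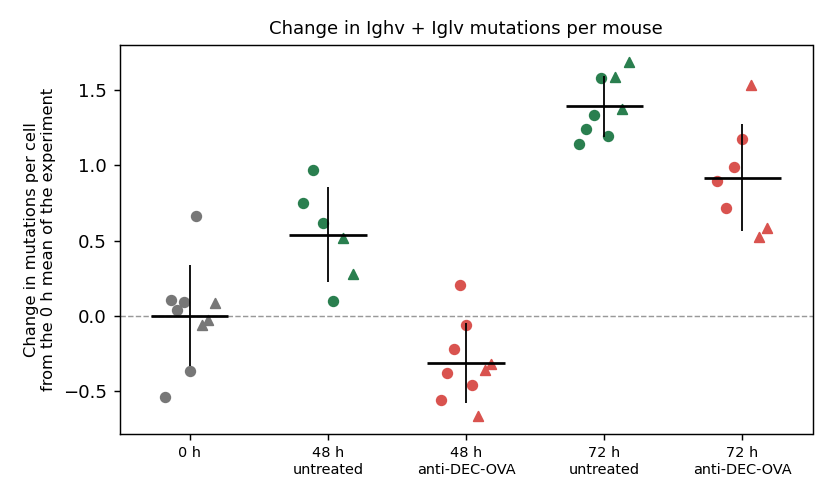
Change in mutations per cell from the mean of the 0 h mice of the same experiment (y axis, mutations per cell) by time and treatment (x axis); each symbol is the mean of 1 mouse, with circles for the larger and triangles for the smaller experiment, and lines show the group mean ± SD. The means are 0.539 and 1.39 in untreated mice at 48 h and 72 h and −0.313 and 0.919 in anti-DEC-OVA-treated mice.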

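Between 48 h and 72 h, the mean rose by 1.23 mutations per cell in anti-DEC-OVA-treated mice (two-sided exact permutation test within experiment, p = 0.000238, the smallest p that this design allows, n = 7 against 9). It rose by 0.854 in untreated mice (exact permutation test, p = 0.000794, n = 8 against 6). In the larger experiment the treated mice gained 1.19 and the untreated mice 0.690, and in the smaller experiment they gained 1.33 and 1.15. In a linear model with a term for the experiment, the difference between treated and untreated mice was smaller at 72 h than at 48 h by 0.381 mutations, which was not past 0.05 (two-sided permutation test of residuals within experiment, p = 0.0749, 30 mice). From the absence of a gain in treated mice up to 48 h and the gain that followed, the paper concludes that SHM paused during inertial cycling and later returned to the baseline rate.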

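UMI counts were summed per mouse over the kept cells and tested with edgeR's quasi-likelihood test, with TMM normalization, a term for the experiment, and all groups of the time course in 1 fit. Of the 10220 genes tested, 5019 differed between 48 h and 72 h after anti-DEC-OVA treatment (2738 higher and 2281 lower at 48 h) at an adjusted p below 0.05 (edgeR with Benjamini-Hochberg adjustment). Leaving out the term for the experiment moved the count most, to 3104.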

A comparison of B cell gene expression at 48 and 72 h after anti-DEC-OVA treatment ruled out downregulation of *Aicda* (which we confirmed by flow cytometry using an AID-GFP fusion reporter^31^) as the mechanism for this pause in SHM (Extended Data Fig. 5a,b). Moreover, expression of downstream effectors of SHM (*Ung*, *Neil1*, *Neil3*, *Apex1*, *Apex2*, *Msh2*, *Msh6*, *Polh*, *Hmces* and *Fam72a*; refs. ^32–38^) was generally higher rather than lower at 48 h after anti-DEC-OVA treatment, although fold changes were modest (Extended Data Fig. 5a). 

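Of the 9 effector genes reported here, 8 were higher in anti-DEC-OVA-treated than in untreated mice at 48 h, all 8 past an adjusted p of 0.05 in edgeR. The median log2 fold change over all genes tested was 0.01. *Fam72a* (chromosome 1 of GRCm39, 131455602 to 131467610) had the largest log2 fold change, 0.67 (standard error 0.133, adjusted p = 6.88e-05 from edgeR), from 14.9 ± 1.68 CPM in untreated mice (SD, n = 6) to 23.6 ± 2.64 CPM in treated mice (SD, n = 9). *Hmces* (chromosome 6, 87890653 to 87913627) rose by 0.52, from 494 ± 54.3 to 707 ± 50.5 CPM, and *Polh* (chromosome 17, 46481167 to 46514658) by 0.44, from 112 ± 12.7 to 152 ± 13.4 CPM. The log2 fold change was 0.41 for *Apex1* (chromosome 14, 51162177 to 51164642), 0.34 for *Ung* (chromosome 5, 114268417 to 114277384) and 0.34 for *Msh6* (chromosome 17, 88282418 to 88298320). It was 0.25 for *Neil1* (chromosome 9, 57050072 to 57055707) and 0.22 for *Neil3* (chromosome 8, 54023531 to 54092100). *Apex2* (chromosome X, 149302515 to 149372864) differed by −0.01 (standard error 0.0682, adjusted p = 0.953 from edgeR). *Neil3* was the least stable of the 8, with adjusted p between 0.0185 and 0.313 over the 8 alternatives and under 0.05 in 3 of them. It was higher in the larger experiment (0.33) but not in the smaller one (−0.05). *Ung* lost its call without the term for the experiment (adjusted p = 0.109 from edgeR). It also lost it among cells with the B1-8 hi pairing alone (adjusted p = 0.44 from edgeR), and *Neil1* without the term for the experiment (adjusted p = 0.0867 from edgeR). Compared with 72 h after treatment, 8 of these 9 genes were higher at 48 h and past the threshold. At 72 h, 4 of them were higher and 5 lower in treated than in untreated mice, and only *Hmces* was past the threshold (log2 fold change 0.37, adjusted p = 3.13e-05 from edgeR). All these values were taken over all cells, although the groups at 48 h differed in cell-cycle phase. The median log2 difference of the 10 effectors that the paper lists was 0.27 over all cells at 48 h. It was 0.14 among G0–G1 cells and 0.081 among S or G2–M cells. A shift in phase and a change within phases thus cannot be told apart.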

There was also no detectable downregulation of Igh mRNA or of Jh4 intronic RNA (a real-time indicator of *Ighv* transcription), suggesting that transcription of the *Ighv* region, a requirement for AID targeting^39^, is intact during inertial cycling (Extended Data Fig. 5c). By contrast, inertial cycling was associated with a sharp decrease in the proportion of B cells assigned transcriptionally to the G0–G1 phase of the cell cycle (Extended Data Fig. 5d). This is in line with our previously published findings in the *Ccnd3*^*T283A*^ mutant^21^ and indicates that B cells spend less time in the early phases of the cell cycle while undergoing inertial divisions. 

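Each kept cell was assigned to a phase with CellCycleScoring in Seurat, from 43 S-phase and 54 G2–M genes, all of which were found in the matrices. At 48 h after anti-DEC-OVA treatment, 20.9 ± 3.26% of the cells of a mouse were assigned to G0–G1 (SD, n = 9 mice), compared with 51.5 ± 5.29% in untreated mice (SD, n = 6) and 48.6 ± 9.00% at 0 h (SD, n = 9). The difference between treated and untreated mice was −30.6 percentage points (two-sided exact permutation test within experiment, p = 0.000476, the smallest p that this design allows, n = 9 against 6). It was −32.2 in the larger and −27.5 in the smaller experiment. Over the cells with the B1-8 hi pairing alone, an alternative chosen after seeing the data that moved it most, the difference was −25.3 points. At 72 h, the share was 47.7 ± 8.15% in treated mice (SD, n = 7) and 48.9 ± 6.65% in untreated mice (SD, n = 8), a difference of −1.23 points (two-sided exact permutation test within experiment, p = 0.684). The difference was 1.57 points in the larger and −4.05 in the smaller experiment, so that no direction held over both. Within treated mice, the share was lower at 48 h than at 72 h by −26.8 points (two-sided exact permutation test within experiment, p = 0.000238, the smallest p that this design allows, n = 9 against 7). Cells at 48 h after treatment held more UMIs than the other groups, so that the shares were also computed with every cell thinned to 2800 UMIs, which left out 4.39% of the treated and 12.8% of the untreated cells at 48 h. The differences were then −28.2 points at 48 h, −0.236 at 72 h and −24.9 between the times. Free RNA of the pool enters these assignments too, and it is shared by all mice of an experiment.

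**Figure D2:**
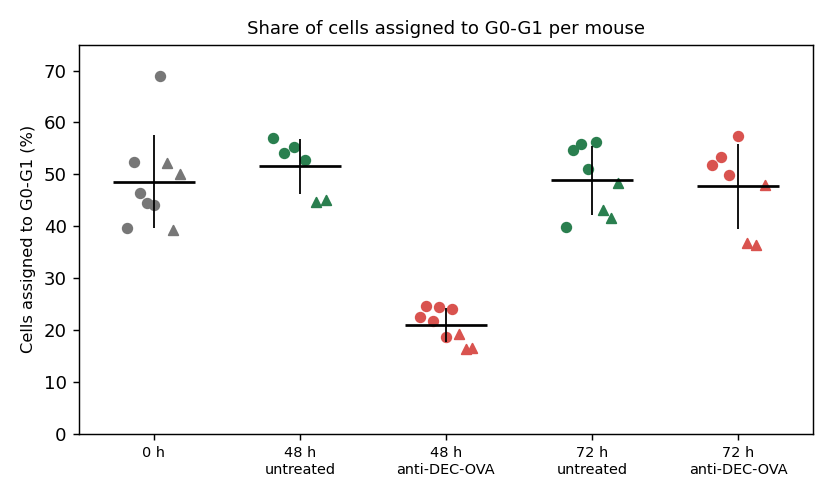
Share of cells assigned to G0–G1 (y axis, percent of the kept cells of a mouse) by time and treatment (x axis); each symbol is 1 mouse, with circles for the larger and triangles for the smaller experiment, and lines show the group mean ± SD. All 9 anti-DEC-OVA-treated mice at 48 h lie between 16.4% and 24.6%, and all untreated mice at 48 h between 44.8% and 57.1%.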

Given the established restriction of SHM to the earlier cell-cycle stages^40–42^, we hypothesized that B cell lineages undergoing clonal bursting in the DZ would be unable to undergo SHM except during the final post-mitotic phase that takes place between the end of inertial cell cycling and return to the LZ. Such a regimen would be equivalent to undergoing one round of SHM per DZ passage, rather than one per cell division (Fig. 3a). To test this hypothesis, we sought to measure the length of time B cells spend in G0–G1 under conditions of normal or clonal-burst-type cycling.

**Fig. 3:**
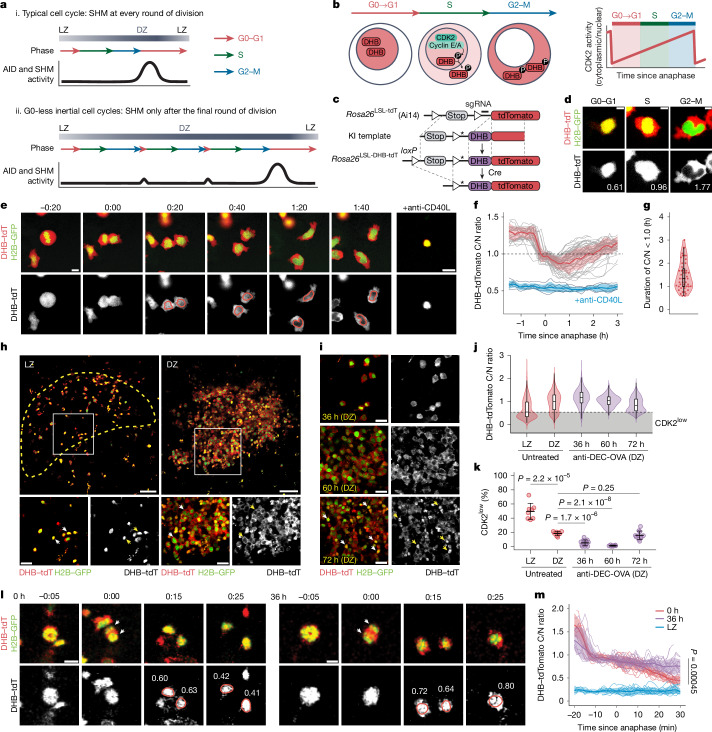
Inertial DZ cell cycles lack a CDK2^low^ G0-like phase. **a**, Proposed model for AID and/or SHM activity. **b**, Detecting CDK2 activity through subcellular translocation of a DHB reporter. **c**, *Rosa26*^DHB-tdTomato^ knock-in (KI) allele design. Asterisk denotes a silent mutation introduced to prevent sgRNA binding in the KI template. **d**, DHB–tdTomato (red) and H2B–GFP (green) in cultured GC B cells, with corresponding C/N ratios. Scale bars, 5 μm. **e**, Snapshots from time-lapse imaging of GC B cells in Nojima cultures expressing H2B–GFP (green) and DHB–tdTomato (red at the top, greyscale at the bottom; Supplementary Video 1). Scale bar, 10 µm. **f**, CDK2 activity traces (grey) with mean ± s.d. (red). Cells treated with anti-CD40L blocking antibody (blue) provide a CDK2^low^ reference. **g**, Duration of the C/N ratio below 1.0 (S-phase entry) after anaphase. Each symbol represents one daughter cell. **h**, DHB–tdTomato (red) and H2B–GFP (green) in GC B cells. CD35 expression (yellow dotted line) delineates the LZ (Supplementary Video 2). Arrowheads in insets highlight nuclear DHB–tdTomato in LZ cells and cytoplasmic expression in DZ cells. Scale bars, 50 µm (top); 20 µm (bottom). **i**, DHB–tdTomato (grey) after treatment with anti-DEC-OVA. Arrowheads highlight nuclear DHB–tdTomato at 72 h. Scale bars, 20 µm. **j**, Violin plot of CDK2 activity with box plot overlay (median, interquartile range, range). The grey box indicates the CDK2^low^ state (median of untreated LZ cells). Individual GC data are in Extended Data Fig. 6b,c. **k**, Fraction of CDK2^low^ cells in paired LZ and DZ cells in untreated GCs and DZ B cells after treatment with anti-DEC-OVA. *P* values by Student’s *t*-test. **l**, Snapshots of DHB–tdTomato (red) and H2B–GFP (green) from intravital time-lapse imaging at 0 h or 36 h after treatment with anti-DEC-OVA (Supplementary Videos 3 and 4). Images are aligned to the time of anaphase, determined by sister chromatid separation (arrowheads). CDK2 activity is indicated for each daughter cell. Scale bars, 10 µm. **m**, In vivo CDK2 activity traces in DZ cells with or without treatment with anti-DEC-OVA, summarized with mean and s.d. Non-dividing LZ cells (blue) serve as a CDK2^low^ reference. *P* value by Student’s t-test.

The G0 and G1 phases of the cell cycle are characterized by low activity of cyclin-dependent kinase 2 (CDK2), which, when partnered with cyclin E, promotes progression through G1 and S-phase initiation^43^. To measure these phases precisely in vivo, we generated mice carrying a real-time reporter of CDK2 activity (Fig. 3b,c). This reporter, based on previously published constructs^43,44^, consists of amino acids 994–1,087 of human DNA helicase B (DHB) fused N-terminally to the tdTomato red fluorescent protein and inserted into the ubiquitously expressed *Rosa26* locus (*Rosa26*^DHB-tdTomato^; Fig. 3c). The DHB domain translocates from nucleus to cytoplasm after phosphorylation by CDK2. It therefore localizes to the nucleus when CDK2 activity is absent during G0, gradually exiting to the cytoplasm as cells progress through G1, S and G2 phases^43,45^ (Fig. 3b,d). This localization-based readout for CDK2 activity, determined as the cytoplasmic-to-nuclear (C/N) ratio of DHB–tdTomato fluorescence (Fig. 3b), allows for monitoring of cell cycle progression with greater time resolution than can be achieved using conventional genetically encoded cell-cycle indicators^46^ that require transcription, translation and maturation of fluorescent proteins to take place before a signal can be detected. *Rosa26*^DHB-tdTomato^ mice were crossed to the B1-8^hi^ B cell receptor and a histone 2B (H2B)-EGFP reporter^47^ to accurately visualize mitotic events.

To test our reporter, we longitudinally imaged DHB–tdTomato^+^ GC B cells sorted onto feeder cell monolayers expressing CD40L, BAFF and IL-21 (‘Nojima’ cultures), which, in combination, are potent stimulators of GC B cell proliferation ex vivo^48,49^ (Supplementary Video 1). To follow the behaviour of our reporter during the transition from M phase to the following S phase, we aligned multiple single-cell DHB–tdTomato localization traces in time using anaphase as a reference (Extended Data Fig. 6a). We were unable to observe any cells entering a CDK2^low^ state, in which DHB–tdTomato is fully nuclear, as was the norm for GC B cells cultured in similar conditions but in the presence of a blocking antibody to CD40L (Fig. 3). Thus, when under constant stimulation, GC B cells never fully deactivated CDK2. Instead, immediately after mitosis, all cells exhibited an intermediate level of CDK2 activity, which continued to build and reached a C/N ratio of 1.0 (the reported threshold for the initiation of DNA synthesis^43^) within a median time of 1.3 h after anaphase, out of an average total cell-cycle duration of 8.7 h (Fig. 3g). Therefore, GC B cells under strong mitogenic stimulation are able to transition rapidly from M to S phases of the cell cycle by maintaining CDK2 activity close to the threshold required for S-phase entry, transiting rapidly through G1 and effectively avoiding a CDK2^low^ G0 stage^43^.

To verify whether such rapid M-to-S-phase transition was also seen during inertial cycling in vivo, we injected anti-DEC-205-OVA into mice with ongoing GCs seeded with a minor fraction of DHB–tdTomato-expressing B1-8^hi^ B cells, as in Fig. 2a, and imaged GCs both statically and dynamically using intravital imaging windows^50,51^. Static analysis of untreated GCs revealed that LZ B cells predominantly showed nuclear localization of DHB–tdTomato (median C/N ratio of 0.53; Fig. 3h,j,k, Extended Data Fig. 6b and Supplementary Video 2). Given that LZ B cells remain mainly in a quiescent G0-like state while competing for positive selection signals, we set the median of LZ B cells (0.53) as the threshold to define the CDK2^low^ state. In DZ B cells, by contrast, DHB–tdTomato was frequently enriched in the cytoplasm (median C/N ratio of 1.00 and 18.3% of the cells in the CDK2^low^ state; Fig. 3h,j,k, Extended Data Fig. 6b and Supplementary Video 2), indicative of active proliferation. Treatment with anti-DEC-205-OVA markedly increased the proportion of DZ B cells in active cell cycle (median C/N ratio of 1.2 and 1.1; 4.9% and 1.0% of cells in the CDK2^low^ state at 36 and 60 h after anti-DEC-OVA treatment, respectively), suggesting that inertially cycling DZ B cells mostly avoid a G0-like phase, instead maintaining an intermediate level of CDK2 activity after division (Fig. 3i–k, Extended Data Fig. 6c and Supplementary Video 2). By 72 h after treatment, when B cells are still predominantly in the DZ but anti-DEC-205-OVA-induced inertial proliferation is subsiding^21^, the median C/N ratio fell to 0.81, with 16% of DZ B cells in a CDK2^low^ state (Fig. 3i–k, Extended Data Fig. 6c and Supplementary Video 2).

Intravital time-lapse imaging of actively cycling DZ B cells showed that, at 36 h after anti-DEC-OVA treatment, C/N ratios in DZ B cells remained steadily above the CDK2^low^ G0 threshold (we were unable to track B cells for long enough to detect the increase in C/N ratios observed in vitro), whereas, in the absence of treatment, C/N ratios continued to decrease after mitosis, reaching the CDK2^low^ threshold within 30 min of anaphase (Fig. 3l,m and Supplementary Videos 3 and 4). Thus, B cells actively undergoing inertial cycling in response to anti-DEC-OVA largely failed to enter a CDK2^low^ G0-like state.

To demonstrate the relationship between SHM and the CDK2^low^ state, we sought to measure the mutational load specifically among CDK2^low^ cells at 72 h after anti-DEC-OVA treatment. 

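DHB–tdTomato is a reporter of CDK2 activity that sits in the nucleus of CDK2 low cells and in the cytoplasm of CDK2 hi cells. Image-sorted CDK2 hi and CDK2 low GC B cells of hashtagged mice, collected 72 h after anti-DEC-OVA treatment, were sequenced as separate pools, 1 for each population. Library and population therefore cannot be told apart between the pools. The authors' list gives 9 mice in each pool, of which 7 had cells and 2 had none in either pool, and the same mouse carries the same name in both. Exact matches to a mouse's hashtag assigned 7749 of 9358 cells in the CDK2 hi pool and 4478 of 5206 in the CDK2 low pool. Of these, 4700 and 2731 had the B1-8 hi pairing. Total UMIs per mouse over the cells kept for gene expression, 7448 and 4385, ranged from 5467935 to 20394909 in the CDK2 hi pool (median 13173238) and from 3988733 to 15368317 in the CDK2 low pool (median 7284415). Immunoglobulin contigs had a median of 28 UMIs for the heavy and 151 UMIs for the light chain. The files are the UMI count matrices and contigs that the authors made with CellRanger, with 8.0.1 in the file headers. A DZ and an LZ score were computed for each cell with the AddModuleScore function in Seurat from 10 DZ and 20 LZ genes without cell-cycle genes, since the signatures that the paper cites are not used here. A cell counted as a DZ cell when its DZ score was above its LZ score, which held for 73.0 ± 4.67% of CDK2 hi cells and 57.5 ± 4.46% of CDK2 low cells (SD over mice, n = 7 each). The class is a range of 2 scores and not a cell type, and 16.6% of CDK2 hi and 16.1% of CDK2 low cells lay within 0.1 of the boundary.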

We used image-based cell sorting coupled with single-cell mRNA sequencing to isolate GC B cells with nuclear (CDK2^low^) versus cytoplasmic (CDK2^hi^) DHB–tdTomato reporter and a DZ transcriptional phenotype (Fig. 4a and Extended Data Fig. 7a–c). 

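Among DZ cells, 78.4 ± 5.16% of CDK2 low and 9.12 ± 1.79% of CDK2 hi cells of a mouse were assigned to G0–G1 (SD, n = 7 mice each). The share was higher in CDK2 low cells in 7 of 7 mice, by 69.3 ± 4.32 percentage points (two-sided exact sign-flip test on the difference per mouse, p = 0.0156, the smallest p that 7 mice allow). CDK2 hi DZ cells were assigned to S phase in 33.3 ± 3.50% and to G2–M in 57.5 ± 3.32% of cells, and CDK2 low DZ cells in 16.1 ± 4.31% and 5.50 ± 2.31%. With every cell thinned to 5200 UMIs, the difference was 68.2 points. Taking as DZ cells those with an LZ score below 0 moved the difference most, to 62.5 points.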

We found the expected strong association between nuclear DHB–tdTomato and a G0–G1 transcriptional state (that is, a lack of S- or G2–M-phase gene-expression programs) among DZ B cells (Fig. 4b). 

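Of the DZ cells, 3251 CDK2 hi and 1356 CDK2 low cells had both chains at the reference length, between 195 and 806 cells per mouse in the CDK2 hi pool and between 91 and 360 in the CDK2 low pool. CDK2 hi DZ cells carried 3.41 ± 0.346 mutations per cell and CDK2 low DZ cells 4.45 ± 0.424 (SD, n = 7 mice each). CDK2 low cells carried more mutations in 7 of 7 mice, by 1.04 ± 0.340 on average and by 0.456 to 1.48 in single mice (two-sided exact sign-flip test on the difference per mouse, p = 0.0156, the smallest p that 7 mice allow). The V segments alone, which moved the difference most, gave 0.727 ± 0.264 additional mutations, with the same p.

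**Figure D3:**
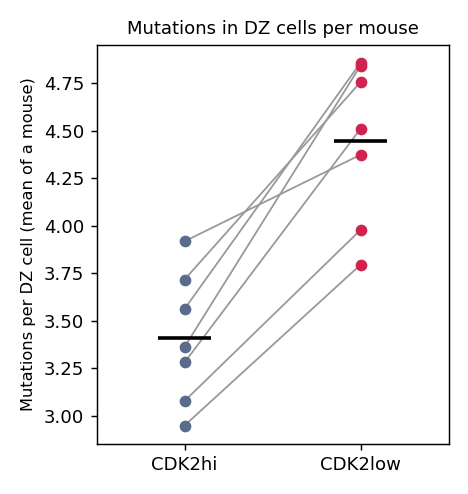
Mean number of mutations per DZ cell of a mouse (y axis, which starts above 0) in the CDK2 hi and the CDK2 low pool (x axis); each line joins the 2 populations of 1 of 7 mice, and bars show the means of 3.41 and 4.45. The line rises in every mouse.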

Crucially, as predicted by our model, CDK2^low^ DZ cells had on average 0.69 (±0.28, s.d.) additional mutations in *Ighv* + *Iglv*, compared with CDK2^hi^ DZ cells from the same sample (Fig. 4c), confirming that somatic mutation indeed takes place when B cells are in a CDK2^low^ state. Together, our data show that SHM is restricted to DZ B cells in the G0-like phase of the cell cycle, which indicates that the suppression of SHM that is evident during inertial cycling is, at least in part, attributable to the widespread skipping of this phase during inertial cell cycling.

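Without the DZ requirement, all sorted CDK2 low cells carried 0.869 more mutations than all sorted CDK2 hi cells, and the difference among DZ cells stayed between 0.962 and 1.13 with each mouse left out in turn. Among DZ cells of the CDK2 hi pool alone, those assigned to G0–G1 carried 0.415 ± 0.327 more mutations than those assigned to S or G2–M (SD, higher in 6 of 6 mice with enough cells; two-sided exact sign-flip test, p = 0.0313, the smallest p that 6 mice allow). In the CDK2 low pool alone, the difference was 0.739 ± 0.794 (SD, higher in 6 of 7 mice; two-sided exact sign-flip test, p = 0.0625). From the additional mutations in CDK2 low DZ cells, together with its imaging of the reporter (not analysed here), the paper concludes that SHM is restricted to the G0-like phase in the DZ. It attributes the suppression of SHM during inertial cycling, at least in part, to cells skipping this phase.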

**Fig. 4:**
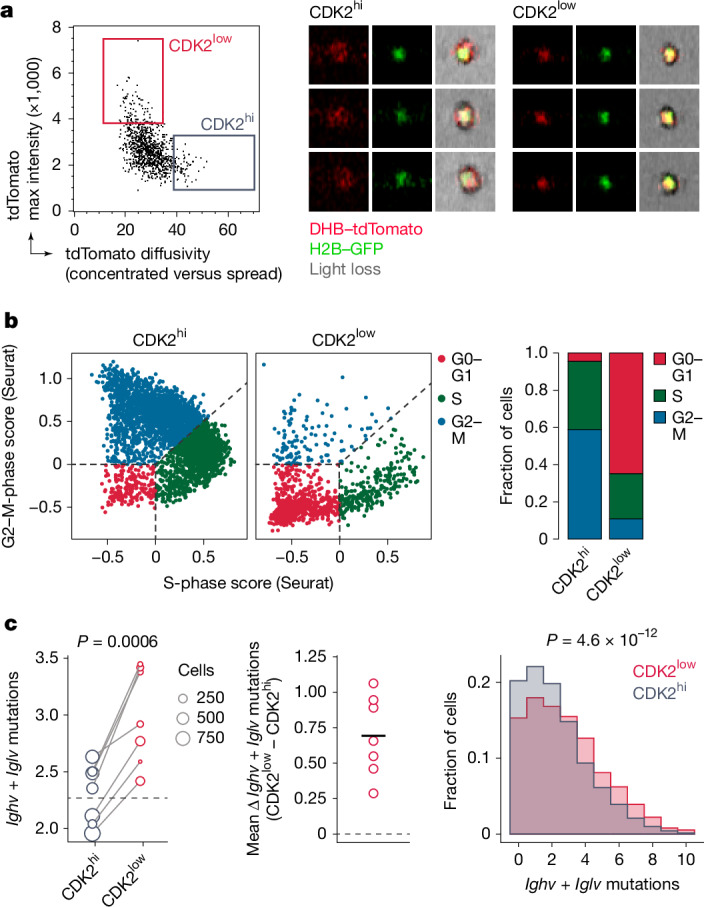
SHM takes place in DZ B cells in the CDK2^low^ G0-like state. **a**, Sorting gate (left) and examples of GC B cells with nuclear (CDK2^low^) and cytoplasmic (CDK2^hi^) DHB–tdTomato reporter as identified by image-based cell sorting (right). See Extended Data Fig. 7a,b for full sort strategy and further examples. **b**, Left, assignment of cell-cycle phase to CDK2^hi^ and CDK2^low^ DZ B cells by expression of S-phase and G2–M transcriptional signatures. Right, quantification. Cell-cycle categories are assigned using the CellCycleScoring function in Seurat. G0–G1 cells are defined as those lacking expression of S-phase and G2–M-phase transcripts. **c**, Left, number of *Ighv* + *Iglv* mutations in CDK2^low^ and CDK2^hi^ B cells 72 h after treatment with anti-DEC-OVA. Each symbol represents the mean of one mouse and is scaled according to the number of cells sequenced; line is the mean of all CDK2^low^ B cells. *P* value by paired *t*-test. Middle, difference between mean CDK2^hi^ and CDK2^low^ B cells in each mouse. Right, distribution of mutations in pooled CDK2^low^ and CDK2^hi^ B cells. Horizontal black line shows the mean. *P* value by Kolmogorov–Smirnov test.

Finally, to gain insight into how restricting SHM during inertial cycling might affect clonal selection and affinity maturation in GCs, we simulated full GC reactions in silico, whereby we could artificially turn off the ability of GC B cells to suppress SHM during inertial cycling. We adapted an established agent-based model of the GC reaction capable of realistic clonal bursting^7,9,26,52^ (see Methods and Supplementary Text) to include two scenarios: (i) a strict version of the model in Fig. 3a, in which B cells downregulate SHM to zero during inertial cycling and are completely barred from mutating until after the last round of DZ division before returning to the LZ (LAST); and (ii) a model in which this feature is disabled, and SHM is kept at a constant rate during each round of DZ division (EACH). When cells were allowed to mutate, the expected number of mutations in a descendant cell compared to its parent was set to 2.2, so as to yield an average SHM rate of 0.66 mutations per generation in LAST. We performed a total of 1,000 simulations for each scenario; GCs were simulated for 20 days after initial coalescence (corresponding to approximately 23 days in vivo), and late GCs were removed from analysis when they contracted to fewer than 200 cells.

EACH GCs, in which the downmodulation of SHM during clonal bursting is disabled, were smaller in size and kinetically delayed compared with GCs generated by the LAST model (Fig. 5a). Both the rate of clonal expansion—measured as the percentage of each GC accounted for by its largest clone—and the average affinity of GC B cells were markedly higher in LAST GCs (Fig. 5b,c), suggesting that the expansion of high-affinity B cell clones in GCs fails in the presence of constant SHM. To investigate the effects of SHM downregulation at the phylogenetic level, we generated trees for all GCs containing clones with dominance greater than 75% in the LAST and EACH models. To mimic experimental conditions, samples of 100 cells were drawn from each GC, and all cells belonging to the bursting clone were included in the phylogeny. LAST phylogenies exhibited large parental nodes containing multiple cells with identical sequence, whereas EACH phylogenies were more branched and generally lacked expanded nodes (Fig. 5d), qualitatively matching the phenotypes of bursting and non-bursting GCs in our experimental data (Fig. 1b,c and Extended Data Fig. 1). Accordingly, the number of cells in the largest node of each bursting phylogeny was notably higher (193 ± 186 versus 0.69 ± 0.60 cells), and the mutational (Hamming) distance between the bursting cell and its progeny was much lower (0.57 ± 0.12 versus 7.7 ± 0.59 mutations) in LAST compared to EACH (Fig. 5e). To verify the prediction that sustaining SHM rates during inertial cycling would lead to a degradation of affinity in the progeny of a clonal burst, we selected phylogenies that underwent ten consecutive rounds of inertial division in both models, and plotted the average affinity of B cells after each round of division. As expected, clonal bursting in the EACH model led to an average decay in affinity as cells proliferated, whereas bursting lineages in the LAST model maintained higher affinities until the final round of DZ division (Fig. 5f,g). We conclude that removing the constraints on SHM during inertial cycling in silico leads to a marked loss of affinity among the descendants of a clonal burst and an overall failure of affinity maturation.

**Fig. 5:**
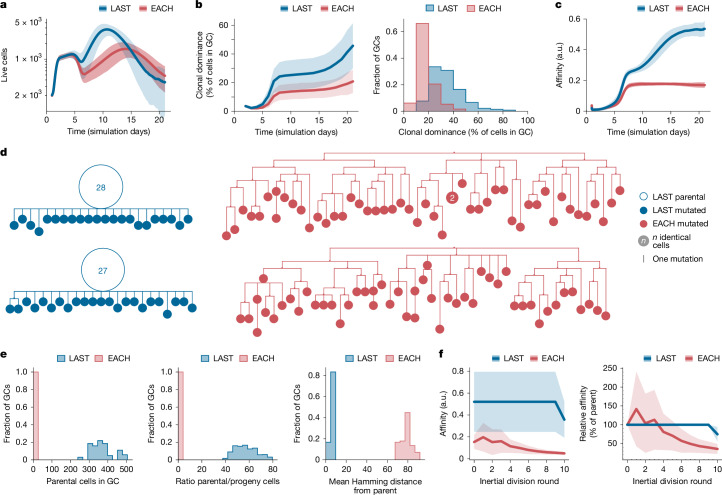
Dynamic regulation of SHM is required for simultaneous clonal expansion and affinity maturation in silico. **a**–**c**, One thousand in silico GC reactions were performed for each of two scenarios: EACH, in which B cells can undergo several divisions per DZ round, in a manner that depends on the amount of help they received in the LZ, and are free to mutate after every cell division; and LAST, which works as in EACH except that B cells can mutate only after the last inertial division of a DZ round. **a**, Number of live GC B cells. **b**, Percentage of B cells originating from the same founder B cell clone (clonal dominance) over time and frequency distribution of clonal dominance in GCs at day 14. **c**, Mean affinity of GC B cells in arbitrary units (a.u.) for the 1,000 simulations performed using each model. **d**, Example phylogenetic trees constructed from a sample of 100 cells drawn from day-14 phylogenies that had undergone ten consecutive inertial cell divisions. **e**, Quantification of data as in **d** across all bursting phylogenies. Distribution of bursting phylogenies according to the number of parental cells (left) and ratio of parental to progeny cells (middle) in each phylogeny. Right, mean mutational (Hamming) distance of all cells in the phylogeny to the cell that initiated the burst. **f**, Left, mean absolute affinity of GC B cells in a.u. Right, change in affinity in relation to the parental node for cells in the course of all bursts reaching ten divisions. Calculations in **e**,**f** are for the entire phylogeny rather than for the 100-cell samples shown in **d**. Shaded areas around the mean indicate s.d.

Somatic mutation and clonal expansion—two of the hallmarks of the GC reaction—are crucial for producing large quantities of high-affinity antibodies, but would pose problems for affinity maturation were they to occur simultaneously^11–13^. We propose that the immune system solves this potential conflict by restricting SHM to a specific stage of the cell cycle that is unavailable to rapidly dividing DZ B cells until the end of inertial proliferation, such that B cells undergo one round of mutation per DZ passage rather than per cell cycle (Fig. 3a). In this framework, clonal bursts closely resemble the behaviour of B cells in the original version of the cyclic re-entry model, undergoing several rounds of mutation-free division before each round of SHM^11^. However, because this model did not recapitulate the experimentally determined zonal distribution and migration kinetics of average GCs, it was subsequently replaced by its authors by a model in which B cells recycled more frequently between zones, with limited proliferation in each DZ passage^12^. Our findings suggest that these two versions of cyclic re-entry represent extremes of the same distribution of GC selection outcomes. At one end of the spectrum, weakly selected B cells undergo only a single round of division, followed by SHM, before returning to the LZ. This scenario converges with a model in which SHM takes place after every mitosis, and is roughly consistent with average GC kinetics^12^, given that, in steady state, GC B cells undergo an average of two divisions per DZ passage^10^. At the other extreme, clonal bursts represent exceptional deviations from average GC behaviour in which strongly selected B cell lineages expand several hundred-fold in a single DZ passage^11^. It is in this extreme scenario that the silencing of hypermutation during most division cycles becomes experimentally evident.

Mechanistically, the simplest explanation for an association between inertial cycling and dampened SHM would be that the total time a cell spends in the G0–G1 phase is shortened during inertial expansion, allowing less time for AID to act on Ig genes before the onset of DNA replication. Such a model is in agreement with the relatively slow rate of AID deamination of cytosines in vitro^53^. However, our findings suggest that the key difference between steady-state and inertially cycling GC B cells is that the latter specifically fail to access a state of low or no CDK2 activity. Emerging views on the regulation of cell-cycle entry indicate that, in continuously cycling cells, low CDK2 activity characterizes a temporary quiescent phase of the cell cycle—G0 or at least ‘G0-like’—which can be skipped entirely in cells that are proliferating very rapidly^43^. This raises the possibility that specific features of the DZ G0-like state either enhance AID activity or favour error-prone over faithful repair of the uracils it creates in DNA^32–35^. For example, it was recently shown that D-type cyclins, which are highly expressed during DZ inertial cycles^21^, inhibit the recruitment to DNA lesions of components of the error-prone mismatch repair (MMR) pathway^54,55^, instead favouring more faithful base excision repair (BER) in G0–G1 (ref. ^56^). Thus, a potential mechanism for the downregulation of SHM during inertial cycles is that high cyclin D activity keeps error-prone MMR at bay. This possibility is in line with our finding that mice in which cyclin D3 is stabilized show decreased SHM rates per cell division. However, it would require an additional mechanism operating during inertial cycling to ensure that AID-catalysed uracils are repaired faithfully by BER, which in GC B cells can also be mutagenic^35^.

A dynamic rate of SHM in GC B cells had been invoked in previous mathematical models precisely because, in silico, reducing mutational probabilities in high-affinity cells, which are those that divide the most, was found to improve affinity maturation^9,57^. The mechanism proposed here—namely, that mutation is limited to the last division of each DZ round—aligns with that prediction by reducing the number of mutations per DZ passage specifically in high-affinity cells, which are those most likely to undergo inertial proliferation in the DZ. Nonetheless, completely eliminating SHM during inertial cycles yields phylogenies that are more strongly dominated by the parental node than are those we observed in vivo (compare Fig. 1b and Extended Data Fig. 1c to Fig. 5d). Barring technical explanations related to imprecisions in the timing of clonal bursts in relation to sampling in vivo, this suggests that mutation is strongly suppressed but may not be entirely absent during inertial cycling.

In conclusion, our data support a model in which B cells silence SHM during inertial cycling, so as to undergo one (or possibly a few) SHM cycles per DZ passage, as opposed to one round per cell cycle. This model reconciles two salient features of GC biology—cyclic re-entry and clonal bursting—and explains how GCs can simultaneously achieve the efficient clonal expansion and sequence diversification that are required for antibodies to affinity mature.

## Methods

### Mice

C57BL/6, B6.SJL (CD45.1), *Rosa26*^Confetti^ (ref. ^24^) and H2B-EGFP-transgenic^47^ mice were purchased from Jackson Laboratories (strains 000664, 002014, 017492 and 006069, respectively). *Aicda*^CreERT2^ mice^23^ were provided by C.-A. Reynaud and J.-C. Weill. *Col1a1*^tetO-H2B-mCherry^.Vav-tTA mice^10,58,59^ were provided by M. Nussenzweig. *Cd79a*^Cre^ mice^60^ (Jax strain 020505) were provided by M. Reth. *Ccnd3*^T2873A^ mice were generated in our laboratory as previously described^21^. *Igh*B1-8^hi^ (ref. ^61^) and *Ly75*^−/−^(ref. ^62^) mice were bred and maintained in our laboratory. DHB-tdTomato mice were generated in our laboratory by CRISPR–Cas9-mediated insertion of amino acids 994–1,087 of human DNA helicase B (DHB)^43,44^ upstream of the start codon of tdTomato of *Rosa26*^loxP-stop-loxp-tdTomato^ (Ai14) mice^63^ (Jax strain 007914) so as to create an N-terminal fusion protein. The targeting sgRNA (5′-CAAGCTAGATCGAATTCGGC-3′) was purchased from Integrated DNA Technologies. The insert encoding for the DHB fragment flanked by 400-bp homology arms was delivered by adeno-associated virus (AAV) into fertilized mouse oocytes using the CRISPR-READI protocol as described^64^. Correct insertion of the allele was verified by Sanger sequencing across the entire locus using genomic primers positioned outside the homology arms. To minimize potential CRISPR off-target effects, the founder mouse was back-crossed for at least five generations onto C57BL/6J mice before experimental use. Mice were bred and maintained under specific-pathogen-free conditions at the Rockefeller University Comparative Biology Center. All animal procedures were approved by the Institutional Animal Care and Use Committee of the Rockefeller University. All experiments were performed using male and female mice aged 5–12 weeks.

### AID-Confetti labelling

*Rosa26*^Confetti/Confetti^*.Aicda*^CreERT2/+^ mice were immunized subcutaneously in the footpad with 10 µg chicken IgY (Exalpha Biologicals) in Imject Alum (Thermo Fisher Scientific) at a 2:1 v:v ratio. *Rosa26*^Confetti^ recombination was induced by either one gavage at 5 dpi or two gavages at 5 dpi and 7 dpi (see Supplementary Data 1), of 10 mg of tamoxifen (Sigma, T5648) dissolved in corn oil at 50 mg ml^−1^.

### Multiphoton imaging and analysis of Brainbow GCs

For Brainbow imaging, lymph nodes (LNs) were collected at the indicated times after immunization and mounted in phosphate-buffered saline (PBS) between two coverslips held together using vacuum grease, as described previously^7^. Mounted pLNs were imaged on an Olympus FV1000 upright microscope equipped with an Olympus 25× 1.05 NA Plan water-immersion objective and a Spectraphysics Mai-Tai DeepSee Ti-Sapphire laser tuned to an excitation of λ = 930 nm. Emission was detected using a pair of CFP (480/40 nm) and YFP (525/50 nm) filters, separated by a 505-nm dichroic mirror for CFP, GFP and YFP detection and a separate RFP filter (605/70 nm). The NDS for each GC was determined by multiplying the fraction of fluorescent cells (determined by the density of fluorescent cells in the DZ) by the fraction of cells of the most frequent Confetti colour, as described previously^7^.

### Isolation of single GCs for flow cytometry and cell sorting

Individual AID-Confetti GCs were isolated as described previously^7^ by embedding pLNs in 4% low-melt NuSieve GTG agarose in PBS. LNs were cut into 300-µm slices on a Leica VT1000A vibratome. Slices were then further dissected into single-GC fragments using a double-edged razor blade under a Leica M165FC fluorescence stereomicroscope. Slice fragments were macerated using micropestles in microcentrifuge tubes containing 100 µl PBS supplemented with 0.5% bovine serum albumin (BSA) and 2 mM EDTA (PBE), followed by gentle vortexing. Suspensions were stained by adding 100 µl of a 2× antibody cocktail (CD38, FAS, B220, TCRαβ and Fc block; see Extended Data Table 1) and were single-cell index-sorted on a BD FACSymphony S6 sorter. Colour assignment was done after acquisition using Diva software (v. 8.0.2).

### Adoptive cell transfers

Splenocyte suspensions were obtained by forcing spleens from B1-8^hi^ tTA-H2B-mCherry mice (*Igh*^B1-8hi/+^.*Col1a1*^tetO-H2B-mCherry/WT^.Vav-tTA-transgenic CD45.2/2) through a 40-µm strainer, then lysing red blood cells with ACK buffer (Lonza), before resuspension in PBE. Resting B cells were isolated by negative selection using anti-CD43 magnetic beads (MACS, Miltenyi Biotech), as per the manufacturer’s instructions. Before transfer, the percentage of NP-binding B1-8^hi^ cells was determined by flow cytometry of splenocytes stained with 5 µg ml^−1^ of NP(19)-phycoerythrin (APC) (conjugated in-house). A total of 5 × 10^5^ NP-binding B cells was transferred into each recipient. To induce GCs, recipient CD45.1/1 mice were primed intraperitoneally with 50 µg OVA in Imject Alum (Thermo Fisher Scientific) at a 2:1 v:v ratio in a final volume of 100 µl, two to four weeks before cell transfer. Purified B1-8^hi^ B cells were adoptively transferred at the proportion indicated in each figure. The following day, mice were immunized subcutaneously in the footpad with 25 µg NP(19)-OVA (Biosearch Technologies) in Imject Alum as above. Seven days after immunization, mice were treated with 5 µg of anti-DEC-OVA, produced in our laboratory as described^65^, in PBS, injected subcutaneously into the footpad. For division tracking, mice were given 1.6 mg DOX (Sigma) by intraperitoneal injection 12 h after treatment with anti-DEC-OVA, and maintained on DOX throughout the remainder of the study by adding DOX (2 mg ml^−1^) and sucrose (10 mg ml^−1^) to the drinking water. All treatment groups were randomly assigned.

### Plate-based single-cell VDJ sequencing and analysis

For plate-based single-cell Ig sequencing (Fig. 1 and Extended Data Figs. 1 and 3c–e), GC B cells were index-sorted as above into 96-well plates containing 5 μl TCL buffer (Qiagen) and 1% β-mercaptoethanol. RNA from each cell was extracted and reverse-transcribed using oligo-dT primers, and the Ig heavy chains were amplified by PCR, as previously described^7^. The PCR products were combined, purified using SPRI beads and sequenced with the 500-cycle Reagent Nano kit v2 for single-cell libraries using the Illumina platform. All sequences are provided in Supplementary Data 2.

For single-cell *Ighv* analyses, raw paired-end sequences were merged using PANDAseq (v.2.11) for full amplicon reconstruction^66^ and then processed with the FASTX toolkit. Only Ig sequences with high counts for each single cell were filtered for further analysis and were submitted to the HighV-QUEST (v.1.6.9) database^67^ for V-(D)-J gene rearrangement annotation. Sequences that shared V_H_/J_H_ genes with identical CDR_H_3 lengths were classified into clonal lineages if the CDR_H_3 nucleotide identity was at least 75%. Clonal lineage trees were constructed using gctree^27^, and are rooted on the unmutated germline V-gene sequence of that particular clone. GC B cells were included in lineages regardless of their colour, which led to the inclusion of a small number of cells that were not of the dominant colour of the burst. These are likely to represent cells that changed colour after the burst was induced, owing to residual tamoxifen activity. For each clone, the top-ranked reconstruction generated by gctree was always chosen. In phylogenies from single-coloured GCs, parental status was assigned post hoc to the node that contained the largest number of identical sequences, with the assumption that that node represents the B cell that gave rise to the clonal burst.

Clonal-burst sizes were extrapolated to a 2,000-cell GC as (number of cells at or below burst point) × (fraction of fluorescent cells) × [2,000/(total cells sequenced)], the fraction of fluorescent cells being determined from imaging-based cell density data as described above.

### Droplet-based single-cell VDJ and gene-expression sequencing and analysis

To generate 10X Genomics Ig and gene-expression libraries (Figs. 2d–j and 4c and Extended Data Fig. 4a,b), GC B cells were co-stained with individual hashtag oligonucleotide (HTO)-labelled antibodies to CD45 and MHC-I (Biolegend) for sample-level barcoding before sorting. Cells were pooled in a microfuge tube in PBS supplemented with 0.4% BSA and were counted for viability by trypan blue staining. Single-cell gene expression and B cell receptor (BCR) libraries were generated using the Chromium Next GEM Single Cell 5’ Reagent Kit v2 or v3(Dual Index) with Feature Barcode technology for Cell Surface Protein, according to the manufacturer’s protocol. Libraries were sequenced on a Nextseq2000 (Illumina) or an Aviti 500M (Element) flowcell with a minimum sequencing depth of 30,000 reads per cell. CellRanger v.8.0.1 was used alongside the mm39 mouse reference to generate unique molecular identifier (UMI) and HTO count matrices. BCR libraries were processed with CellRanger ‘vdj’ with default parameters. Transcriptomic analysis was performed using Seurat v.5.1.0. Cell-cycle categories were assigned using the CellCycleScoring function. LZ and DZ signatures^68^ were assigned using the AddModuleScore function. Only B1-8^hi^ cells with *Ighv1-72*/*Ighj2*–*Iglv1*/*Iglj1* pairing were filtered for further analysis.

### Time-lapse imaging of GC B cells in culture

NB-21.2D9 feeder cells expressing CD40L, BAFF and IL-21 (provided by G. Kelsoe) were maintained in DMEM supplemented with 10% heat-inactivated FBS and penicillin streptomycin solution (Corning). The cells were detached with trypsin and resuspended in OptiMEM, irradiated (20 Gy) and seeded into 96-well glass-bottom plates (Cellvis) at 3,000 cells per well in OptiMEM supplemented with 10% heat-inactivated FBS, 2 mM l-glutamine, 1 mM sodium pyruvate, 50 μM 2-ME, penicillin streptomycin solution, 10 mM HEPES, MEM vitamin solution (Sigma) and MEM non-essential amino acids (Gibco). The following day, 2,000 DHB–tdTomato- and H2B–GFP-expressing GC B cells were sorted into each well and supplemented with 150 μl of OptiMEM along with 30 μg ml^−1^ LPS (Sigma-Aldrich) and 4 ng ml^−1^ IL-4 (Thermo Fisher Scientific). Anti-CD40L blocking antibody (25 μg ml^−1^, Bio X Cell) was added as indicated. Time-lapse imaging was performed on CellDiscoverer7 (Zeiss) with a 20× objective. Cells were kept in a humidified, 37 °C incubator at 5% CO^2^. Images were taken in GFP and RFP channels every 5 min.

### Intravital imaging

Intravital imaging was performed using inguinal lymph node (iLN) windows as previously described^50,51,69^. In brief: on the day of imaging, custom-designed titanium windows were surgically mounted over the iLN under anaesthesia with 1.25% isoflurane in oxygen. Mice were placed on a specially designed heated stage with a fixture for window positioning under an Olympus FV1000 upright microscope as above. Four-dimensional (4D) datasets were acquired as 20 *z*-slices 5 µm apart (total 100 µm volume) with 2.0× zoom and 512 × 512 *x*–*y* resolution. Full *z*-stacks were acquired every one minute.

### Quantification of CDK2 activity

The nuclear mask was determined using the H2B–GFP channel, and the cytoplasmic mask was drawn as a band 0.5 µm outside the nuclear mask. Mean pixel intensities were measured for the nuclear and cytoplasmic masks in the DHB–tdTomato channel to calculate CDK2 activity as the cytoplasmic-to-nuclear intensity ratio. Considering the irregular shape and limited cytoplasmic area of GC B cells, the cytoplasmic band might overlap with extracellular space. To minimize this issue, we calculated a moving average of each cell’s CDK2 activity across three frames (the preceding, current and the following frames) and plotted this data in Fig. 3f,m.

### Image-based cell sorting

*Rosa26*^DHB-tdTomato^ or *Rosa26*^DHB-tdTomato^.H2B-GFP GC B cells from anti-DEC-OVA-treated mice (72 h after treatment) were collected as described above. Cell suspensions were stained with an antibody cocktail (B220, CD38, FAS, HTO and Fc block) and Zombie NIR (Biolegend) viability dye, then sorted on a BD S8 FACSDiscover spectral sorter with BDCellView Image Technology. Cells were sorted on the basis of the maximum intensity and diffusivity of tdTomato fluorescence, following the gating strategy indicated in Extended Data Fig. 7a,b.

### Simulation of clonal-burst birth–death processes

We used the Python package BDMS^28^ to generate phylogenies with a constant mutation probability of one-third for each daughter after a cell division. In this simulation, we assume a fixed unit birth rate (defining an arbitrary timescale). For each Brainbow GC sequenced, we simulate until the number of cells matches the empirical estimate from Brainbow bursts. Our simulation defines three types of cells: the parental unmutated type at the root of the burst; a mutant type; and a nonsense type, representing mutated cells that have acquired a stop codon. Daughters of parental cells mutate with a probability of one-third, and each mutant is nonsense with probability 3/63 (that is, on average 3 of the 63 codons to which a B cell can mutate are stop codons). Nonsense types immediately die. Code and results for these simulations are available at https://github.com/dewitt-lab/aid-sim.

### Estimation of GC B cell division and mutation rates

In Extended Data Fig. 3c, we sought to predict the expected number of accumulated mutations given different GC B cell proliferation histories. We first estimated the division rate in steady-state GCs from our previously published^21^ fraction of B cells entering S phase over a 30-minute period, measured using dual nucleotide pulsing^10^. Let *x* be the fraction of the DZ that enters S phase within a 30-minute window. On average, this means that the division period is *T* = 100/(2*x*), where *T* is measured in hours. More importantly, we can use this division period to estimate the expected number of mutations *m* after *t* hours, because we should expect only *t*/*T* divisions to occur. To be specific, we should predict the average number of mutations to be

$$m=\frac{\rho t}{T}=\frac{2\rho tx}{100},$$

where *ρ* is the per-division accumulation mutation rate. For the purpose of this figure, we take this to be 0.372, given the average *Ighv* length of 372 bases, and the null hypothesis of one mutation per 1,000 bases. Because of measurement error in both the time elapsed *t* and the division per cent *x*, we need to be careful to track error propagation. Using standard methods, we estimate the error in the mutation count to be

$${\sigma }_{m}=m\sqrt{{\left(\frac{{\sigma }_{t}}{t}\right)}^{2}+{\left(\frac{{\sigma }_{x}}{x}\right)}^{2}},$$

where *σ*_*t*_ is the error in the time elapsed and *σ*_*x*_ is the error in the 30-minute division per cent.

In Extended Data Fig. 3f, we calculated the per-daughter *Ighv* mutation rate using similar logic. Because we have the number of mutations *m* in the data, we can rearrange the previous equation to estimate the per-division mutation accumulation rate *ρ* via

$$\rho =\frac{100m}{2xt}.$$

Again, using standard error propagation, we get the error in the mutation rate to be

$${\sigma }_{\rho }=\rho \sqrt{{\left(\frac{{\sigma }_{t}}{t}\right)}^{2}+{\left(\frac{{\sigma }_{x}}{x}\right)}^{2}+{\left(\frac{{\sigma }_{m}}{m}\right)}^{2}},$$

where *σ*_*m*_ is naturally the error in the mean mutation count. If one wants the per-base-pair mutation rate, one needs to merely take *ρ*/372, because that is the length of the gene.

In Fig. 2d, predicted mutation counts at day 10 for both populations were estimated by taking the mutation count from a reference population measured at day 7, then using mCherry dilution data to estimate the number of divisions across this time. Taking these together, the equation becomes

$${m}_{10}={m}_{7}+\rho \eta d\tau .$$

Here, *m*_10_ is the average number of mutations at day ten, *m*_7_ is the average number of mutations at day 7 and *d* is the number of divisions that took place across those two days. *τ* is a time factor that was set at 3/2.5 for this experiment to reconcile the difference in timing between the observable mCherry dilution period (2.5 days since initiation of DOX treatment) and the anti-DEC-OVA-induced cell proliferation (3 days since injection of anti-DEC-OVA). *ρ* is the per-division mutation accumulation rate, which using the 1 in 1,000 bases null hypothesis sets *ρ* = 0.7, given the length of the *Ighv* and *Iglv* chains combined. *η* is the mutant survival rate, which is a subtle point about this calculation. Previously, the division rate (and therefore, total number of divisions) was determined by directly measuring the fraction of cells entering S phase. However, mCherry is only present in surviving cell lineages; it therefore paints an overly optimistic picture of division rates, because, in the real-life GC, deleterious mutations are presumed to be eliminated under selection. We assumed *η* = 0.5 for the day-10 population to account for selection in the untreated setting^6^. However, for the day-10 anti-DEC-OVA-treated population, selection is effectively turned off (because proliferation happens in the DZ in the absence of affinity-based selection), so *η* = 1.0. The error equation in this case is given by

$${\sigma }_{{{m}}_{10}}=\sqrt{{({\sigma }_{{{m}}_{7}})}^{2}+{(\rho \eta \tau {\sigma }_{{{d}}_{10}})}^{2}}.$$

Here, $${\sigma }_{{{m}}_{7}}$$ is the uncertainty of the day-7 average mutational count and $${\sigma }_{{{d}}_{10}}$$ is the uncertainty of the day-10 division number (although division number uncertainty is experimentally inconvenient to measure, it has been included here for didactic purposes).

In Fig. 2f, the per-division mutation accumulation rate was estimated by comparing the number of mutations at day 10 to the mutation count of a reference population at day seven, and then using mCherry dilution data to estimate the number of divisions across this time. Basically, we rearrange the previous equation to get

$$\rho =\frac{{m}_{10}-{m}_{7}}{\tau \eta {d}_{10}}.$$

The mutation rate is simply the difference in the number of mutations, divided by the number of divisions, multiplied by a factor correcting for the mutants that got picked off in selection. The error formula takes on the form

$${\sigma }_{\rho }=\left(\frac{1}{\tau \eta }\right)\sqrt{{\left(\frac{{\sigma }_{{{m}}_{10}}}{{d}_{10}}\right)}^{2}+{\left(\frac{{\sigma }_{{{m}}_{7}}}{{d}_{10}}\right)}^{2}+{\left(\tau \eta \rho \frac{{\sigma }_{{{d}}_{10}}}{{d}_{10}}\right)}^{2}}.$$

### Agent-based GC simulation model

We adapted a previously published agent-based simulation of the GC reaction^26,52^ to analyse the effects of different modalities of SHM regulation on GC clonal composition and affinity maturation. A full description of the model is provided in the Supplementary Text. In brief, the simulations start with a pool of founder B cells, which, after an initial round of proliferation, collect antigen from follicular dendritic cells and signals from T_FH_ cells in the LZ. Depending on the amount of signal provided by T_FH_ cells, B cells undergo successive rounds of proliferation in the DZ. The affinity landscape is represented in a 4D space (Shape Space). Mutation induces a randomly directed change of position with a distance of one from the previous position. The B cell mutation occurs after cell division, according to the mutation models described below.

After selection, each B cell undergoes a number of divisions, *n*, determined by the level of MYC at the time of selection. We implemented two models of B cell mutation during cell division.

- EACH scenario: every daughter cell acquires *M* mutations each division.
- LAST scenario: only daughter cells in the last round of proliferation acquire *M* mutations.

For both scenarios, *M* is set to 2.2; that is, each descendant undergoes two mutations relative to its parent and has a 0.2 probability of acquiring a third mutation. *M* was chosen so that the average mutation rate matches the observed value of 2/3 mutations per daughter cell in the LAST model.

In silico, DZ B cells naturally undergo an average of two divisions and, in extreme cases, ten or more divisions. For further details, see the Supplementary Text.

To analyse the mutational landscape of the GC, we translated the shape space positions into BCR sequences. The mutations of cells in the shape space are tracked throughout the course of the GC reaction. Each seeder cell is assigned a unique random nucleotide sequence of 300 base pairs, representing the *Ighv* segment of a real BCR sequence. Because we restricted the modelled sequence to the *Ighv* segment, mutations in the shape space correspond to a random nucleotide replacement in the *Ighv* sequence with a 50% reduced mutation frequency only.

Using our previously established in silico implementation of the ‘Brainbow’ model^7,26^, we selected, from a pool of 1,000 simulated GCs, those dominated by a single colour (more than 50%) (see Supplementary Text). We restricted the burst analysis (Fig. 5d–f) to clonal bursts of ten consecutive rounds of proliferation from the selected subset of GCs, and sequenced cells 70 h after the start of the burst.

### Statistical analysis

Statistical tests used to compare conditions, indicated in figure legends, were performed in R (v.4.3.1) or Python. No statistical methods were used to determine sample size. Flow-cytometry analysis was performed using FlowJo (v.10). The 95% CIs around the proportion of parental cells in a clonal burst were calculated online using the binomial exact method at https://sample-size.net/confidence-interval-proportion/. Graphs were plotted using R or Python and formatted in Adobe Illustrator CS.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-025-08687-8.

## Supplementary information

Supplementary Text Detailed description of the agent-based simulation of the GC reaction used in Fig. 5.

Reporting Summary

Supplementary Data 1 Brainbow and lineage parameters for individual GCs (shown in **Fig. 1c** and **Extended Data Fig. 1b)**, used in simulations of clonal-burst birth–death processes presented in **Fig. 1c-f** and **Extended Data Fig. 2**.

Supplementary Data 2 Plate-based Ig sequencing results for **Fig. 1** and **Extended Data Figs. 1** and 3c–e.

Supplementary Video 1 Time-lapse imaging of H2B–GFP and DHB–tdTomato expressing GC B cells in Nojima cultures.

Supplementary Video 2 DHB–tdTomato and H2B–GFP expression in LZ or DZ B cells in GCs, treated or untreated with anti-DEC-OVA, in explant LNs.

Supplementary Video 3 Intravital time-lapse imaging of H2B–GFP and DHB–tdTomato expressing GC B cells.

Supplementary Video 4 Intravital time-lapse imaging of H2B–GFP and DHB–tdTomato expressing GC B cells 36 h post-anti-DEC-OVA treatment.

## Data Availability

Single-cell RNA-sequencing data and Seurat objects are available via the Gene Expression Omnibus under accession number GSE285185. Code and results for simulations branch-process simulations are available at https://github.com/dewitt-lab/aid-sim. All other data needed to evaluate the conclusions in this manuscript are available via Zenodo at 10.5281/zenodo.14516289 (ref. ^70^).

# Supplementary material for: Transient silencing of hypermutation preserves B cell affinity during clonal bursting
**Source:** Nature. 2025 Mar 19;641(8062):486–94. doi: 10.1038/s41586-025-08687-8
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Data collection code was not used in this study                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Data analysis   | Graphs were plotted using R (v.4.3.1), and formatted in Adobe Illustrator CS. Statistical tests were performed in R (v.4.3.1). Flow cytometry data was analyzed using FlowJo v10. Computational analysis of single-cell RNA sequencing data used CellRanger v6.0.1, v7.0.1, and v8.0.1; and R v. v.4.3.1. Code implementing simulations of clonal burst birth-death processes used in Figure 1 is available at <a href="https://github.com/WSDeWitt/aid-sim">https://github.com/WSDeWitt/aid-sim</a> . Full description of Agent-Based GC Simulation Model used in Figure 4 is provided in the Supplementary Text. Igh sequencing analysis was carried out using PANDASeq v.2.11, HighVQUEST v. 1.6.9, and GCtree (deWitt et. al. 2018). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All raw Ig sequencing data generated for this study will be promptly available for the community upon publication

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender N/A

Reporting on race, ethnicity, or other socially relevant groupings N/A

Population characteristics N/A

Recruitment N/A

Ethics oversight N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size No statistical methods were used to determine sample size. Numbers of mice per group within each independent experiment were limited to numbers typically used in the field. The cell line experiment was performed twice with triplicate technical replicates, as is the standard for such assays.

Data exclusions For 10x data presented in Fig. 4, a sample with small GC size was collected but excluded for analysis.

Replication Experiments were performed multiple times independently, as described in the figure legends.

Randomization Littermate mice were used to control for litter, cage, and age effects. Mice were divided stochastically (albeit without a specific randomization procedure) between experimental groups.

Blinding Experimenters were not blinded to experimental group, since most readouts (e.g. FACS fluorescence intensities) are not subjective.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

Antibodies used

See Extended Data Table 1.

Validation

All antibodies validated on the manufacturers' websites.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

NB-21.2D9 feeder cells were provided by G. Kelsoe (Duke University)

Authentication

Cell lines were used solely for the purpose of maintaining GC B cells in culture, which were confirmed successful as per the experimental data. No further authentication was performed beyond that provided by the original source.

Mycoplasma contamination

Cell lines were not tested after receipt from the original source but are were used at low passage numbers (3-4 passages).

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified cell lines were used.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

5-12 week old adult male and female mice on the C57BL/6J background were used. See 'mice' section in the methods for further details. Mice were housed at 72 °F (22.2 °C) and 30–70% humidity in a 12-h light/dark cycle with ad libitum access to food and water.

Wild animals

The study did not involve wild animals.

Reporting on sex

Both sexes of mice were used throughout the study. No significant differences were noted between sexes.

Field-collected samples

The study did not involve samples collected from the field.

Ethics oversight

All protocols were approved by the Rockefeller University Institutional Animal Care and Use Committees (protocol number 22058-H).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

Seed stocks

*Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.*

Novel plant genotypes

*Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.*

Authentication

*Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.*

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                            |
|---------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Cells were isolated from lymph nodes by maceration with disposable micropestles (Axygen) in 100 µl of PBS supplemented with 0.5% BSA and 2mM EDTA (PBE), and single cell suspensions obtained by two passes through a 70 µm mesh. Cells were stained with fluorescently labeled antibodies on ice for 30 minutes. See methods for further details.                                                         |
| Instrument                | BD FACSSymphony A5 for flow cytometry, BD FACSymphony S6 for cell sorting, BD FACSDiscover S8 for image-based sorting                                                                                                                                                                                                                                                                                      |
| Software                  | FlowJo v.10 software                                                                                                                                                                                                                                                                                                                                                                                       |
| Cell population abundance | Cell sorting was performed for Chromium single cell RNA sequencing. Cell population abundance was confirmed by quantification of hashtag oligos used to identify different samples and cell types.                                                                                                                                                                                                         |
| Gating strategy           | All positive and negative populations were determined by compensation with single color controls. For sorting and analysis, all lymphocytes were first gated based on SSC-A vs FSC-A, followed by 2 singlet gates (FSC-H vs FSC-A and SSC-H vs SSC-A). For GC gating, cells were gated on B220+, TCRb-, CD38-, and Fas+. Gating strategy for image-based cell sorting is shown in Extended Data Figure 6a. |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

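The data were 10X Genomics 5′ single-cell libraries of GC B cells from mice marked by hashtag antibodies and pooled before sequencing. Fig. 2a–f came from 2 pools, Fig. 2g–j and the gene expression at 0 h, 48 h and 72 h from 2 pools, and Fig. 4 from 1 pool of CDK2 hi and 1 pool of CDK2 low cells. For each pool, the authors deposited matrices of UMI counts per gene or hashtag and cell made with CellRanger and not normalized, and the filtered contigs of CellRanger vdj with their UMIs and framework and CDR sequences. The file headers name CellRanger 7.1.0 for the larger pool of Fig. 2a–f and 8.0.1 for the other pools, the paper's methods name 8.0.1, and its reporting summary also lists 6.0.1 and 7.0.1. The list of mice that the authors wrote gives the hashtags and the group of each mouse. Days 7, 9 and 10 of that list were read as 0 h, 48 h and 72 h after treatment at 7 dpi, and the letters C and N as the cytoplasmic (CDK2 hi) and nuclear (CDK2 low) reporter of Fig. 4a.

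Hashtag cutoffs were set with HTODemux in Seurat 5.3.0 (positive quantile 0.99, centred log-ratio normalization), and a cell was assigned to a mouse when its positive hashtags were exactly those of that mouse, 1 or 2 according to the pool. Cells with hashtags of more than 1 mouse were left out, 2200 and 1128 in Fig. 2a–f, 1936 and 2705 in Fig. 2g–j, and 975 and 507 in the CDK2 hi and CDK2 low pools. Doublets of the same mouse were not searched for. Cells needed exactly 1 productive *Ighv1-72*/*Ighj2* heavy-chain contig and exactly 1 productive *Iglv1*/*Iglj1* light-chain contig. Mutations were base differences over framework 1 to framework 4 from the most frequent sequence of each chain at 7 dpi and 0 h, and Fig. 4 used the same reference. Cells with a chain of another length were left out, between 0.136% and 2.40% of the cells of a pool, as were mice with fewer than 10 cells. Transcripts of the Igh locus are not reported here, nor are heavy-chain constant genes in the gene-expression matrices.

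For gene expression, cells with at least 200 genes and under 10% mitochondrial UMIs were kept. UMI counts were summed per mouse and tested in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood test, a term for the experiment, Benjamini-Hochberg adjustment, threshold 0.05). Between 292 and 1045 cells were kept per mouse in Fig. 2g–j. On data simulated from the means, dispersions and library sizes of these mice, with 200 genes changed at 48 h, the test recovered 197 of them (98.5%) with 9 false calls among 10141 genes. These values hold for the simulated changes only, whose sizes are not given here. In the real data 4843 genes were called at 48 h, so that the simulation does not give the power or error of the reported calls. Phases came from CellCycleScoring with the mouse forms of the gene lists in Seurat, and DZ and LZ scores from AddModuleScore, where 5 of the 10 DZ genes are also among the genes whose expression was compared. Not every gene named in the paper is reported here. Lists of T cell, plasma cell, naive or memory B cell and GC B cell markers were summed per mouse as CPM. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the remaining steps.

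The mouse was the replicate of all tests. Groups of Fig. 2a–f were compared with exact two-sided permutation tests on the means per mouse, with labels permuted over both experiments, and predictions with exact sign-flip tests. For Fig. 2g–j, the mean of each mouse was taken relative to the 0 h mice of its own experiment, a step that the paper describes without naming the experiment, and labels were permuted within experiment. In Fig. 4, the 2 populations of a mouse were paired by the name of the mouse in the authors' list and tested with exact sign-flip tests on the difference per mouse. For the mutation counts of Fig. 2 and Fig. 4, the paper took mice as replicates in its *t*-tests and cells in its Kolmogorov–Smirnov tests. Genes were named by a rule: every gene that the paper names in its paragraph on gene expression, *Ly75*, *Ccnd2* and *Ccnd3*, and for each comparison the 5 largest rises and the 5 largest falls past the threshold, with an average log2 CPM above 4 and the same direction in both experiments.

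The alternatives were V segments only, the heavy chain only, a cell assigned to its highest hashtag (at least 10 UMIs and 3 times the second), at least 5 UMIs per chain, cells with a further contig left out, at least 30 cells per mouse, each distinct pair of sequences counted once, the median per mouse, raw means without the 0 h baseline, each experiment alone and, in Fig. 2a–f and Fig. 4, each mouse left out. For phases and genes they were no filter on cells, cells thinned to the 10th percentile of UMIs, other DZ definitions, no pairing by mouse, DESeq2 1.42.0, no filter on low counts, no term for the experiment, and a fit of only the groups compared. Alternatives chosen after seeing the data were hashtag cutoffs by k-means, the light-chain junction codon left out, sequences of another length compared from the 3′ end, switched heavy chains only, cells with the B1-8 hi pairing only, control genes of the scores limited to those in at least 10 cells, and labels permuted within experiment in Fig. 2a–f. V segments are here the first 285 bases of the heavy and the first 267 bases of the light chain, which stop short of the end of both V genes. The gene expression of the pools of Fig. 2a–f was not used here, and the 2 mice of Fig. 4 without cells were left out.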

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

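In this part, the test on the number of cells of the untreated mouse was chosen only after its result was seen. Of 75 groups of 4 to 10 mice in which the highest and lowest mouse were compared with the rest, 4 held a mouse far from the others, about as many as the 1 in 20 groups that chance gives.

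An untreated mouse at 10 dpi in the larger experiment had 4.86 mutations per cell, whereas the other mice of the group had 5.51 ± 0.0215 (SD, n = 3), the nearest 5.49. The same mouse had the lowest SHM rate, 0.682 against 0.954 in the nearest mouse. It had 51 cells, and its gap to the nearest mouse was 1.58 standard errors over those cells. Few cells and a real difference between mice cannot be told apart, since a spread over the cells of a mouse says little about the spread between mice. No biological explanation was tested.

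A mouse at 0 h in the larger experiment had 68.9% of cells assigned to G0–G1, against 52.4% in the nearest mouse and 46.1 ± 5.14% in the others (SD, n = 8). Its cells had a median of 5709 UMIs, against 7253 to 9375 in the other 0 h mice of the experiment. Fewer UMIs alone are argued against, since its share was 70.2% with every cell thinned to the same number of UMIs and the other 0 h mice lay between 31.2% and 49.3%. This mouse also had the most mutations of the 0 h mice of its experiment, 3.44 per cell against 2.24 to 2.88. A GC at another stage in this mouse stays open and was not tested.

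*Apex1* stood at 103 CPM in an untreated mouse at 48 h, against 72.4 in the nearest mouse and 68.0 ± 3.32 in the others (SD, n = 5). The log2 difference between anti-DEC-OVA-treated and untreated mice at 48 h, computed from these values, was 0.42 with this mouse and 0.52 without it (exact permutation tests, p = 0.00381 and 0.00119). No explanation was tested.

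The effect of anti-DEC-OVA on the share of G0–G1 cells differed between the times, by 29.9 percentage points between 72 h and 48 h in a linear model with a term for the experiment (two-sided permutation test of residuals within experiment, p = 1e-05, the smallest that 100000 permutations can give, 30 mice). A difference in UMIs per cell is argued against as the whole cause, since the difference at 48 h was −28.2 points after thinning. Both experiments held all groups in 1 library each and gave the same direction at 48 h. This is consistent with a change in cycling that had passed by 72 h, as the paper proposes, although the phases rest on transcripts alone.

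The paper does not report the isotypes of these cells. The share of heavy chains with a constant gene other than *Ighm* or *Ighd* was 82.1 ± 2.85% at 0 h (SD, n = 9 mice), and 91.1 ± 5.12% in treated and 76.4 ± 5.35% in untreated mice at 48 h, a difference of 14.6 points (exact permutation test within experiment, p = 0.000952, n = 9 against 6). It was 15.8 points in the larger experiment (exact permutation test, p = 0.00476) and 12.3 in the smaller one (exact permutation test, p = 0.2). At 72 h the shares were 86.3 ± 16.8% and 46.0 ± 23.0%, a difference of 40.3 points (exact permutation test within experiment, p = 0.00476, n = 7 against 8). These values are consistent with an effect of the treatment on which cells expand, but whether the cells of treated and untreated mice held the same share of DEC-205-expressing cells was not tested and stays open. In the larger experiment of Fig. 2a–f, the share was 41.0% to 69.8% at 7 dpi, and 5.88% to 12.0% in untreated and 85.5% to 100% in treated mice at 10 dpi, so that mostly unswitched cells are set against mostly switched ones. In the smaller experiment, with 1 mouse per group, it was 94.3%, 98.8% and 100%. Whether this bears on the SHM rates stays open, since switched cells alone left 1 untreated mouse. A different share of switched cells is argued against as the cause of the lower mutation count at 48 h, since among switched cells alone the difference in the change from 0 h was −0.897.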

How the results depend on the processing

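The choices of the main analysis and most alternatives were made before the data were examined. Hashtag cutoffs by k-means, the light-chain junction codon left out, sequences of another length, switched heavy chains only, cells with the B1-8 hi pairing only, the control genes of the scores and permutation within experiment in Fig. 2a–f were chosen after seeing the data.

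Apart from the alternatives that leave out a mouse, 224 values of the main results kept their direction and their side of the threshold, 26 kept the direction but were no longer past the threshold, 1 passed it, 1 reversed and 3 counts of genes moved by more than 1.5 times. With a mouse left out in turn, 64 values kept both, 1 passed the threshold and 1 no longer did. For the single genes reported here, 496 values kept both, 21 were no longer past the threshold and 3 reversed.

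The fall from 0 h to 48 h in anti-DEC-OVA-treated mice was the least stable result. It was no longer past the threshold over V segments (−0.167), on the heavy chain (−0.176), with the highest hashtag (−0.300), with each distinct pair of sequences once (−0.0283), with the median (−0.444), with the junction codon left out (−0.276), with raw means (−0.313), and in the larger (−0.245) and the smaller experiment (−0.448). Its exact permutation p lay between 0.011 and 0.741 over 16 alternatives, of which 7 kept it past 0.05. For raw means the wider spread between experiments enters the test by construction, and for the single experiments fewer mice do. For the others the cause was not tested.

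With labels permuted within experiment in Fig. 2a–f, the gain of untreated mice (2.09) and the difference in SHM rate (−0.749) were no longer past the threshold (exact permutation p = 0.05 for both), since 40 relabellings cannot give a smaller p. Groups of 3 mice against 3 or fewer cannot give a p below 0.1. This holds for the larger experiment of Fig. 2a–f alone, where the gain of untreated mice was 2.03 and the difference in SHM rate −0.741, and for the smaller experiment of Fig. 2g–j alone, where the differences between treated and untreated mice were −0.846 at 48 h and −0.665 at 72 h, the gains from 48 h to 72 h 1.33 in treated and 1.15 in untreated mice, the gain from 0 h to 48 h in untreated mice 0.399, and the differences in the share of G0–G1 cells −27.5 and −22.9 points. In the larger experiment alone, the gain of untreated mice from 0 h to 48 h was 0.609 (exact permutation p = 0.0571), and with the median it was 0.444 (exact permutation p = 0.0762). The cause of the latter was not tested.

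With at least 30 cells per mouse, the treated mouse with 16 cells and an untreated mouse with 17 cells dropped out. The gain of treated mice from 7 to 10 dpi was then 1.96 and past the threshold, and the difference in SHM rate −0.650 between 3 mice and 3. Switched heavy chains only left 1 untreated mouse at 10 dpi, with a gain of 2.12 and a difference in SHM rate of −0.862, and gave −0.428 at 72 h (exact permutation p = 0.0817), where the cause was not tested.

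With each mouse left out in turn, the gain ranged from 2.02 to 2.25 in untreated and from 0.939 to 1.96 in treated mice, the latter past the threshold without the mouse with 16 cells. The difference between them at 10 dpi ranged from −1.15 to −0.126, the difference from the prediction from 0.367 to 0.618 in untreated and from −5.36 to −4.33 in treated mice, and the difference in SHM rate from −0.819 to −0.675, no longer past the threshold (−0.741) without the mouse at 7 dpi of the smaller experiment, which leaves 3 mice against 3. In Fig. 4, the difference in mutations ranged from 0.962 to 1.13 and that in the share of G0–G1 cells from 68.1 to 70.5 points. No mouse was left out of Fig. 2g–j, where the main comparisons hold 6 or more mice per group. In the smaller experiment of Fig. 2a–f alone, with 1 mouse per group, the gains were 2.27 and 1.78 and the difference in SHM rate −0.772, with no test.

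Over the other alternatives, the difference in mutations at 48 h lay between −0.897 and −0.533, that at 72 h between −0.665 and −0.344, the rise of treated mice from 48 h to 72 h between 0.682 and 1.40, and the difference between CDK2 low and CDK2 hi DZ cells between 0.727 and 1.10. Without pairing by mouse, the permutation p in Fig. 4 was 0.00117 for mutations and 0.000583 for the share, which left both calls as they were. The share of G0–G1 cells at 72 h reversed in the larger experiment alone (1.57 points, exact permutation p = 0.817), on a difference that was never past the threshold, and the cause was not tested.

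Without the term for the experiment, the numbers of genes were 2680 at 48 h, 217 at 72 h and 3104 between 48 h and 72 h after treatment, against 4843, 874 and 5019, and all of them were among the genes called with the term. The spread between experiments then enters the error by construction. DESeq2 called 4826, 997 and 5007 genes, of which 4607, 847 and 4641 were shared. The share of called genes that rose moved between 48.6% and 59.0% at 48 h, 49.8% and 60.1% at 72 h, and 47.3% and 59.4% for 48 h against 72 h, so that the direction of the majority depends on the setting in all 3. Median log2 fold changes over all genes stayed within 0.03 of 0.

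Of the named genes, *Apex2* at 48 h reversed among cells with the B1-8 hi pairing (0.077), as did *Polh* (0.020) at 72 h. *Polh* at 72 h also reversed with the highest hashtag (0.0030). Adjusted p in these 3 cases lay between 0.516 and 0.994, the main values were near 0, and the cause was not tested.

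The alternatives that leave out immunoglobulin genes or sum heavy-chain constant genes were not run, since no such genes are in the matrices used here. After thinning, the difference in the share of G0–G1 cells at 48 h was −28.2 points.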

Differences from the paper's values

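A gain or a difference counted as within the limits when it lay no further from the paper's value than the larger of the SD here and the paper's stated error. A count, a rate or a share also did when neither value was more than 1.5 times the other. Predicted gains have no SD here, so that any gap counted.

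The paper gives a gain of 1.6 mutations per cell from 7 to 10 dpi in untreated mice, and the value here was 2.09 ± 0.322 (SD). Under the alternatives set before the data were examined, the difference was within the limits used here over V segments only (1.77), on the heavy chain only (1.70) and with each distinct pair of sequences counted once (1.77), and it was not in the other 19 of 22.

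For the predicted gain by 10 dpi, the paper gives 3.5 mutations in untreated and 9.3 in treated mice, and the formula of its methods gave 1.64 and 6.30 here, outside the limits in all 22 alternatives. Read as counts at 10 dpi, the formula gave 4.89 and 9.55, within the limits in 21 of 22 alternatives for each group. The exceptions were each distinct pair of sequences counted once for untreated mice (5.31) and the heavy chain only for treated mice (5.61). The prediction for treated mice is about 7.2 in Fig. 2d, read by eye, which is neither of these values nor the 9.3 of the paper's text, so that what the paper's numbers stand for stays open.

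For the SHM rate of untreated mice, the paper gives 0.67 ± 0.10 (SD) per daughter cell and 0.95 ± 0.12 per 1,000 bases, as a weighted mean over mice. The plain means here, 0.894 ± 0.141 and 1.30 ± 0.205 (SD, n = 4 mice), lay further from them than either error, but by less than 1.5 times.

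The paper gives 0.69 ± 0.28 (SD) additional mutations in CDK2 low DZ cells, and the difference here was 1.04 ± 0.340 (SD, n = 7 mice). It was within the limits over V segments only (0.727), on the heavy chain only (0.761), with the highest hashtag (0.993), without cells that have a further contig (1.03), with each distinct pair of sequences counted once (0.811), with the median (1.00), over all sorted cells (0.869), with an LZ score below 0 (0.861), and with 4 of the 7 mice left out in turn. It was not with at least 5 UMIs per chain (1.09), at least 30 cells per mouse, no filter on the transcriptome (1.04), a DZ score above the LZ score by 0.1 (1.08), or any of the other 3 mice left out. The paper's *t*-test is paired by mouse, and its Kolmogorov–Smirnov test beside it took cells as replicates.

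Among CDK2 hi DZ cells, the share assigned to G0–G1 is about 5% in Fig. 4b, read by eye, and it was 9.12 ± 1.79% here (SD, n = 7 mice), outside the limits in all 14 alternatives. The DZ class here rests on another list of genes than the paper's.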

Other observations

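In this part, the tests on UMIs per cell within an experiment, on other groupings of the mice at 48 h, on distinct sequences, on the light-chain junction and on the treated mouse with few cells were chosen only after the result was seen.

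Cells assigned to G0–G1 already carried more mutations than cells assigned to S or G2–M of the same mouse at 0 h, by 1.28 ± 0.290 (SD, higher in 9 of 9 mice; exact sign-flip test, p = 0.00391, the smallest that 9 mice allow, 0.00977 adjusted over the 5 groups). The difference was 0.947 (6 of 6 mice) and 0.766 (9 of 9) in untreated and treated mice at 48 h, and 0.313 (7 of 8) and 0.627 (7 of 7) at 72 h, with adjusted p from exact sign-flip tests of 0.0391, 0.00977, 0.0391 and 0.026. LZ cells among the G0–G1 cells are argued against as the cause, since the difference among DZ cells at 0 h was 1.45, as are sequence errors in contigs with few UMIs, since it was 1.30 with at least 10 UMIs on both chains. Cells that stay in the GC longer without dividing could also carry more mutations, which was not tested.

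The libraries of Fig. 4 are one per population. DZ cells of the same phase also differed between the libraries, by 0.838 in G0–G1 cells (higher in 6 of 6 mice) and by 0.480 in S or G2–M cells (6 of 7 mice; both exact sign-flip tests, p = 0.0313). Part of the difference between CDK2 low and CDK2 hi cells may come from the library or from the reporter beyond the phase, and these cannot be told apart, since each population is in 1 library.

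The fall in mutations from 0 h to 48 h after treatment was −0.0283 with each distinct pair of sequences of a mouse counted once. Expansion of cells with identical sequences stays open as its cause. Cells without mutations all share the reference sequences whatever their ancestry, so that this count cannot tell expansion from unmutated cells of separate origin. In Fig. 2g–j, 77.0% of the pairs of sequences were distinct, in Fig. 2a–f 91.8% and in Fig. 4 83.2%.

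The light-chain base T291C, with the reference base first and positions counted from the first base of the light-chain reference, lies at the V–J junction and was changed in 20.8% of 3584 cells with no other mutation, 21.9% of 10293 cells with 1 to 3 and 23.8% of 8105 cells with 4 or more. Other light-chain positions were changed in at most 5.48% of cells. An alternative join before hypermutation is a candidate explanation, since the share hardly rose with the number of other mutations, and it ranged from 19.6% to 24.4% over the pools.

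Cells at 48 h after treatment had 13024 ± 1463 UMIs, against 6354 ± 950.1 in untreated mice (SD over mice of the median per mouse), a ratio of 2.06 (exact permutation test within experiment, p = 0.000476, the smallest possible, n = 9 against 6). A difference between libraries is argued against, since the ratio was 2.00 within the larger experiment. Fewer G0–G1 cells are argued against as the whole cause, since it was 1.55 among S or G2–M cells and 1.28 among G0–G1 cells. Larger cells could account for it, which was not tested.

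Among cells of 1 phase, the higher expression of the 10 effectors of SHM at 48 h was smaller. The median log2 difference was 0.27 over all cells, 0.14 in G0–G1 cells and 0.081 in S or G2–M cells. Of the single genes, *Hmces* was higher in both classes of cells (0.25 and 0.32) and *Neil3* was lower in both (−0.58 and −0.23). Since these went both ways, fewer G0–G1 cells and a change within phases cannot be told apart.

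The treated mouse at 10 dpi with 2.56 mutations per cell lay 5.83 standard errors over its 16 cells below the nearest mouse. Few cells and a real difference cannot be told apart, since that spread is within 1 mouse.

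Switched cells at 0 h carried 0.419 more mutations than unswitched cells (exact sign-flip test, p = 0.00781, 9 mice), and at 48 h after treatment they differed by −0.691 (exact sign-flip test, p = 0.0117, 9 mice). No explanation was tested.

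At 48 h, 4843 genes differed between treated and untreated mice (2683 higher, 2160 lower), and at 72 h 874 (477 higher, 397 lower), both with edgeR, and which direction held more genes changed with the setting. Chance can be excluded for these and for 48 h against 72 h, since of 100 groupings of the mice within experiment, the real one included, only 1 gave as many genes. In a fit of the groups compared, the real groupings gave 5078, 784 and 5147 genes and the others at most 2794, 1 and 1.

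The largest rises at 48 h against untreated mice were *Ide* (log2 fold change 1.35), *H1f1* (0.92), *H2ac22* (0.89), *Camk2b* (0.86) and *Rgcc* (0.86), and the largest falls *Slfn2* (−1.41), *Cr2* (−1.38), *Rnpep* (−1.32), *Cd55* (−1.30) and *Il4i1* (−1.29). At 72 h they included *Adap1* (1.08), *Hbb-bh1* (1.05), *Ide* (1.02) and *Dlgap2* (0.83), and *Rnpep* (−1.59), *Zeb2* (−1.46), *H2-Q7* (−1.29), *Cers6* (−1.16) and *Cd55* (−1.12). At 48 h against 72 h after treatment they were *Slpi* (1.36), *Fabp5* (1.25), *Rdx* (1.12), *Ppa1* (1.07) and *Shmt1* (0.96), and *Dlgap2* (−1.23), *Rapgef4* (−1.20), *Il4i1* (−1.16), *Nxpe2* (−1.10) and *Cr2* (−1.09). Values of *H2ac22* and *H2-Q7* are uncertain, since near-identical genes share their reads. *Ly75*, which encodes DEC-205, differed in treated mice by 0.30 at 48 h, with 0.50 in the larger and −0.15 in the smaller experiment, and its call was lost without the term for the experiment (adjusted p = 0.291 from edgeR). At 72 h it was higher by 0.79, with 0.78 and 0.82. *Ccnd3* differed by 0.20 and −0.26, both calls lost without that term, and *Ccnd2* by −1.33 and −0.80, the last with −2.09 in the larger and −0.03 in the smaller experiment and an adjusted p of 0.136 from edgeR.

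Markers summed per mouse at 0 h, and in treated and untreated mice at 48 h and at 72 h, stood at 4855, 4011, 4389, 5015 and 4518 CPM for the DZ list, at 1517, 878, 1589, 1486 and 1653 for the LZ list, at 1605, 1339, 1581, 1694 and 1584 for GC B cells, at 1283, 1493, 1169, 1118 and 1237 for plasma cells, at 81.7, 37.8, 65.6, 32.6 and 59.1 for naive or memory B cells, and at 4.28, 2.00, 7.26, 1.96 and 5.82 for T cells, of whose 6 genes 4 were found. The share of cells with a DZ score above their LZ score was 65.3%, 74.6%, 58.5%, 66.6% and 58.8% in the same order.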
